# Transcriptomic Changes Triggered by Hypoxia: Evidence for HIF-1α -Independent, [Na^+^]_i_/[K^+^]_i_-Mediated, Excitation-Transcription Coupling

**DOI:** 10.1371/journal.pone.0110597

**Published:** 2014-11-06

**Authors:** Svetlana V. Koltsova, Boris Shilov, Julia G. Birulina, Olga A. Akimova, Mounsif Haloui, Leonid V. Kapilevich, Svetlana V. Gusakova, Johanne Tremblay, Pavel Hamet, Sergei N. Orlov

## Abstract

This study examines the relative impact of canonical hypoxia-inducible factor-1alpha- (HIF-1α and Na^+^_i_/K^+^_i_-mediated signaling on transcriptomic changes evoked by hypoxia and glucose deprivation. Incubation of RASMC in ischemic conditions resulted in ∼3-fold elevation of [Na^+^]_i_ and 2-fold reduction of [K^+^]_i_. Using global gene expression profiling we found that Na^+^,K^+^-ATPase inhibition by ouabain or K^+^-free medium in rat aortic vascular smooth muscle cells (RASMC) led to the differential expression of dozens of genes whose altered expression was previously detected in cells subjected to hypoxia and ischemia/reperfusion. For further investigations, we selected *Cyp1a1, Fos, Atf3, Klf10, Ptgs2, Nr4a1, Per2* and *Hes1*, i.e. genes possessing the highest increments of expression under sustained Na^+^,K^+^-ATPase inhibition and whose implication in the pathogenesis of hypoxia was proved in previous studies. In ouabain-treated RASMC, low-Na^+^, high-K^+^ medium abolished amplification of the [Na^+^]_i_/[K^+^]_i_ ratio as well as the increased expression of all tested genes. In cells subjected to hypoxia and glucose deprivation, dissipation of the transmembrane gradient of Na^+^ and K^+^ completely eliminated increment of *Fos, Atf3, Ptgs2* and *Per2* mRNAs and sharply diminished augmentation expression of *Klf10, Edn1, Nr4a1* and *Hes1*. In contrast to low-Na^+^, high-K^+^ medium, RASMC transfection with *Hif-1a* siRNA attenuated increments of *Vegfa, Edn1, Klf10* and *Nr4a1* mRNAs triggered by hypoxia but did not impact *Fos, Atf3, Ptgs2* and *Per2* expression. Thus, our investigation demonstrates, for the first time, that Na^+^_i_/K^+^_i_-mediated, Hif-1α- -independent excitation-transcription coupling contributes to transcriptomic changes evoked in RASMC by hypoxia and glucose deprivation.

## Introduction

Hypoxia is characteristic of numerous pathologies, including inflammation [1], cancer [2], obesity [3], systemic and pulmonary hypertension [4]; [5], atherosclerosis [6] and kidney disease [7]. In 1986, Murry and colleagues reported that the size of myocardial infarcts, arising from 40-min occlusion of the circumplex artery, could be reduced by 75% if the myocardium had been subjected to so-called ischemic preconditioning, i.e., several short occlusions interspersed by periods of reperfusion [8]. Later on, the protective action of brief ischemia was documented in other tissues, including blood vessels [9]. Significantly, the prophylactic influence of ischemic preconditioning was at least partially blocked by inhibitors of RNA synthesis [10]; [11], suggesting a key role of profound transcriptomic changes documented in global gene expression profiling studies of ischemic tissues [12]–[18].

Hypoxia-inducible factor 1alpha (HIF-1α), considered to be a major oxygen sensor, regulates gene expression in ischemic tissues via interaction of HIF-1α/HIF-1β heterodimer with hypoxia response elements (HREs) in promoter/enhancer regions of the target gene's DNA. In normoxia, HIF-1α is hydroxylated by oxygen-dependent prolyl hydrolase that elicits its proteasomal degradation. In contrast, under hypoxic conditions, HIF-1α is translocated to the nucleus, where it forms HIF-1α/HIF-1β complex. The list of HIF-1-sensitive genes comprises *Hif-1α per se*, and others related to vasomotor control (nitric oxide synthase-2, adrenomedulin, endothelin-1), angiogenesis (vascular endothelial growth factor (*Vegf*) and its receptor *Flt1*), erythropoiesis and iron metabolism (erythropoietin, transferrin, transferrin receptor, ceruloplasmin), cell proliferation (*Igf1*, *Igfbp1, Tgfb*), energy metabolism (glucose transporters *Glut1-Glut3*, phosphoenolpyruvate carboxylase, lactate dehydrogenase A, aldose, phosphoglucokinase-1, -L and -C, endolase, tyrosine hydroxylase and plasminogen activator inhibitor-1) (for review see, [10]; [19]-[22].

Immediately after attenuation of oxygen partial pressure and delivery of cell fuels caused by cessation of blood flow, the concentration of ATP and other high-energy phosphate compounds falls, which, in turn, leads to declining ion pump activities, dissipation of electrochemical gradients of K^+^, Na^+^, Cl^-^ and Ca^2+^ and plasma membrane depolarization [23]. Numerous research teams reported that [Ca^2+^]_i_ elevation triggers cell damage via activation of Ca^2+^-sensitive isoforms of proteases, protein kinase C, mitogen-activated protein kinase, JNK and p38 as well as transcriptomic alterations evoked by Ca^2+^_i_-sensitive transcriptional elements, such as Ca^2+^-response elements (CRE), serum-response element (SRE) and activating protein-1 (AP-1) [24]. Post-ischemic reperfusion appears to induce further damage via mitochondrial Ca^2+^ overload and production of reactive oxygen species, including superoxide, hydroxyl, and nitric oxide radicals [25]. Recently, we noted, however, that in several types of mammalian cells Ca^2+^-depletion increased rather than decreased the number of transcripts whose differential expression was triggered by Na^+^,K^+^-ATPase inhibition [26]. These data motivate us to propose that, side-by-side with the above-listed signaling pathways, transcriptomic changes in ischemic tissues are evoked by excitation-transcription coupling via a novel Na^+^_i_/K^+^_i_-mediated, Ca^2+^_i_-independent mechanism. We designed the present study to examine this hypothesis.

## Results

### Effect of ouabain, K+-free medium and hypoxia on intracellular content of monovalent ions and ATP

Six-hr inhibition of Na^+^,K^+^-ATPase in RASMC by ouabain increased [Na^+^]_i_ from 15–20 to 130 mM and decreased [K^+^]_i_ from ∼150 to 25 mM (Fig. 1). Somewhat similar elevation of the [Na^+^]_i_/[K^+^]_i_ ratio was detected with 6 hr of Na^+^,K^+^-ATPase inhibition in K^+^-free medium. Dissipation of the transmembrane gradients of monovalent cations, triggered by ouabain and K^+^-free medium, was accompanied by elevation of [Cl^-^]_i_ from ∼40 to 80 and 60 mM, respectively (Fig. 1).

**Figure 1:**
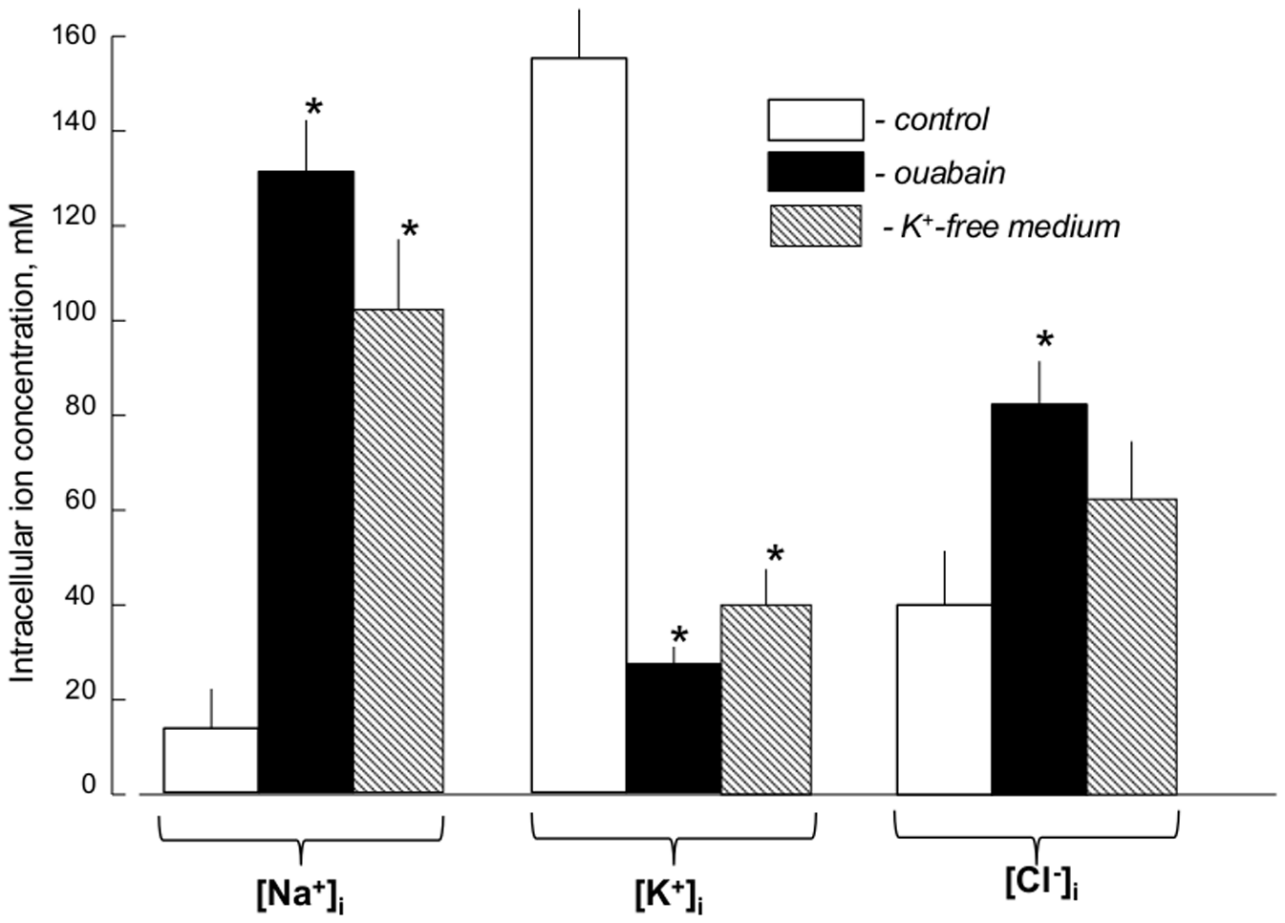
Effect of Na^+^,K^+^-ATPase inhibition on the intracellular content of monovalent ions. RASMC were incubated in control and K^+^-free medium or in the presence of 3 mM ouabain for 6 hr. Means ± S.E. from 3 independent experiments performed in quadruplicate are shown. *p<0.05 compared to controls.

Figure 2 shows that 24-hr incubation of RASMC in hypoxia and glucose starvation decreased intracellular ATP content by ∼3-fold whereas ouabain attenuated this parameter by less than 20%. The actions of hypoxia and ouabain on ATP content were preserved in low-Na^+^, high-K^+^ medium. Treatment with ouabain resulted in almost 10-fold gain of [Na^+^]_i_ and virtually similar loss of [K^+^]_i_. In hypoxic conditions, [Na^+^]_i_ and [K^+^]_i_ were increased and decreased by 3- and 2-fold, respectively. As predicted, dissipation of the transmembrane gradients of monovalent cations in low-Na^+^, high-K^+^ medium almost completely abolished the actions of ouabain and hypoxia on the [Na^+^]_i_/]K^+^]_i_ ratio (Fig. 2). Viewed collectively, these results allowed us to hypothesize that transcriptomics changes triggered by hypoxia are at least partially caused by Na^+^_i_/K^+^_i_-mediated excitation-transcription coupling discovered in our recent studies [26]. Data considered below support this hypothesis.

**Figure 2:**
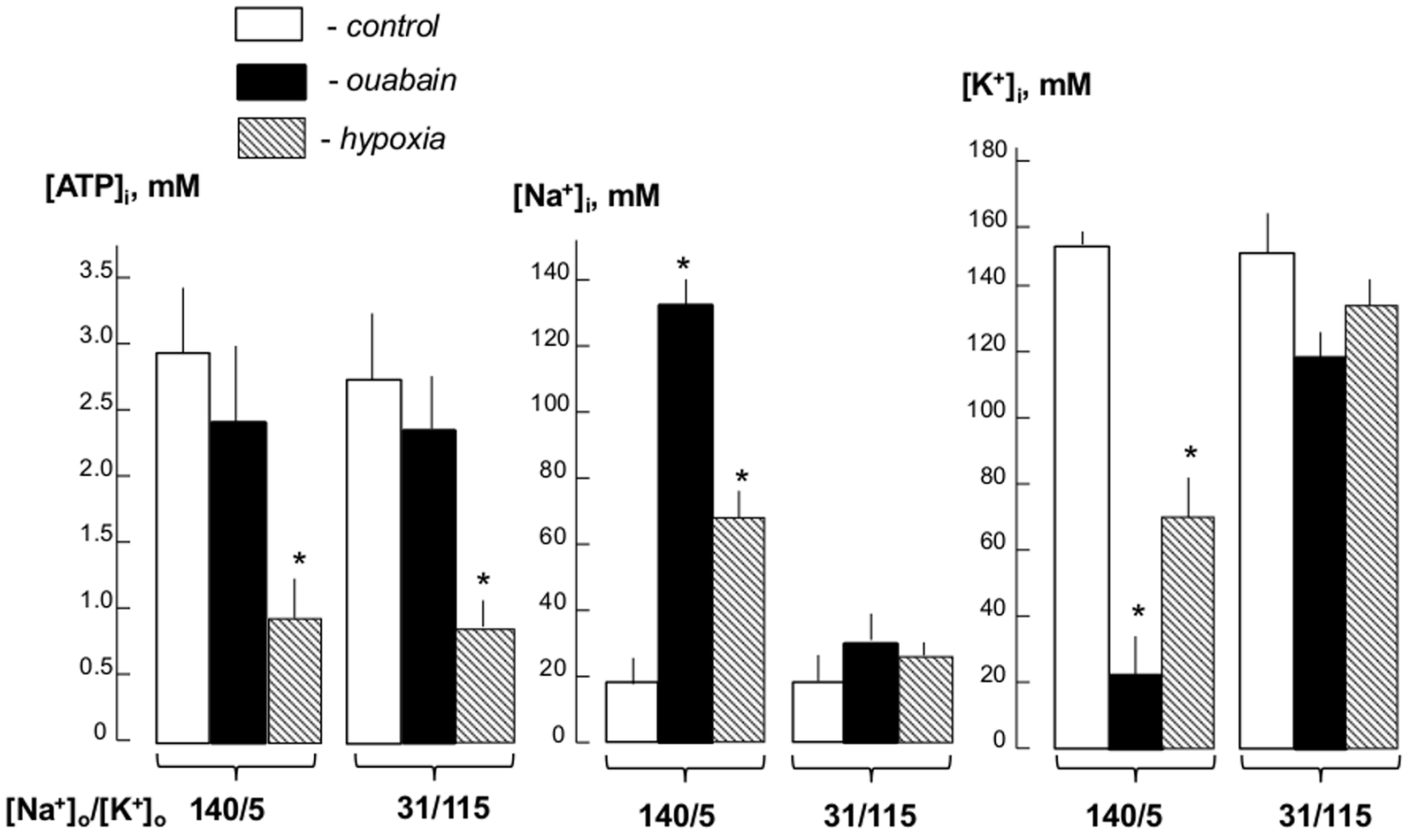
Effect of ouabain and hypoxia on intracellular Na^+^, K^+^ and ATP concentrations. RASMC were incubated for 24 hr under normal oxygen partial pressure (5% CO_2_/air - *control*) ±3 µM ouabain or exposure to hypoxia (5% CO_2_/95% N_2_)/glucose deprivation in normal high-Na^+^, low-K^+^ ([Na^+^]_o_/[K^+^]_o_ = 140/5) or in low-Na^+^, high-K^+^ DMEM-like medium ([Na^+^]_o_/[K^+^]_o_ = 131/115). Means ± S.E. from 3 independent experiments performed in quadruplicate are shown. *p<0.05 compared to the controls.

### Identification and functional characterization of [Na^+^]_i_/]K^+^]_i_-sensitive transcriptome in RASMC

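RNA from quiescent rat aortic smooth muscle cells was hybridised to 9 Affymetrix Rat Gene 1.0 ST arrays, 3 from control DMEM, 3 from DMEM with 3 mM ouabain and 3 from K+-free DMEM, all at 6 hr. Ouabain blocks the Na+,K+-ATPase by binding its α subunit, while removal of extracellular K+ deprives the same pump of the ion it carries inward. The replicates are independent experiments. The methods state a larger n per group than the Results, the Fig. 3 legend and the sample labels, and 3 per group are used here. The labels name Partek and RMA as the processing, without versions, whereas the methods' section on data analysis also names MAS5 and GeneSpring. The deposited values are log2 signals of 27342 probe sets: array medians lay between 6.76 and 6.80, and single values between 4.22 and 14.55. In the annotation used, 15097 probe sets carry 1 gene symbol, 323 carry several and 11922 carry none. Each of the 14324 symbols is represented by its probe set with the highest mean. The change of every probe set was fitted with limma over the 9 arrays, and rises and falls were counted at a Benjamini-Hochberg adjusted p under 0.05 and, as in the Fig. 3 legend, a fold above 1.2. On simulated arrays with 200 changed probe sets, 62 of 69 changes of 1.5-fold, 60 of 62 of 2-fold and 69 of 69 of 4-fold were recovered, with 6 false calls. Groups of 3 limit the precision: an exact permutation test of 3 against 3 arrays cannot go below p = 0.1, and the moderated test borrows its spread from all probe sets (prior SD 0.0815 on the log2 scale). Gene lists for known responses were written before the data were examined, after the paper's tables had been read, and each was compared with all other genes by camera at a preset correlation of 0.01.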

Affymetrix data from 3 independent experiments were normalized and analyzed by PCA [27]. Each point on PCA represents the gene expression profile of an individual sample. Samples that are near each other in the resulting 3-dimensional plot have a similar transcriptome while those that are further apart have dissimilar transcriptional profiles. This approach identified ouabain and K^+^-free medium as major sources of variability within datasets (Fig. 3A).

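Gene expression after 6 hr of either treatment lay far from that of control cells, and the treatments also lay apart from each other. Component 1, with 69.6% of the variance of the log2 signals, set the control arrays (scores -51.3 to -48.4) against those of ouabain (17.8 to 21.3) and K+-free medium (27.9 to 31.3). Component 2, with 19.1%, parted ouabain (-24.7 to -23.3) from K+-free medium (20.8 to 21.3), the controls falling in between (2.02 to 3.66). Component 3 carried 4.00%. With every probe set scaled to equal variance, the shares became 44.9%, 16.8% and 12.2%. Over all probe sets, Euclidean distances between replicates of 1 condition were 20.7 to 32.9, between ouabain and K+-free medium 49.4 to 53.2, between control and ouabain 74.9 to 80.1 and between control and K+-free medium 80.9 to 86.8. Each distance between conditions thus exceeded each distance between replicates. Signals of replicates correlated across probe sets at 0.996 or more. The lowest correlation, between a control and a K+-free array, was 0.971.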

**Figure 3:**
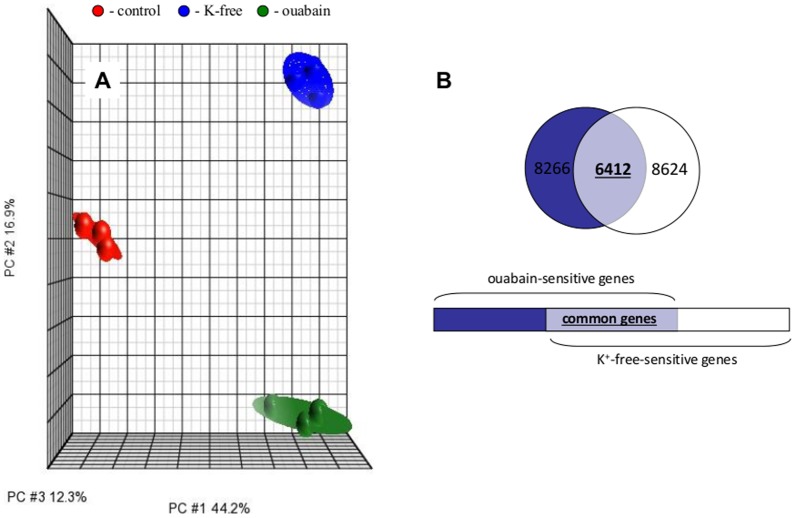
Effect of Na^+^,K^+^-ATPase inhibition on the RASMC transcriptome. Cells were incubated for 6 hr in control DMEM, K^+^-free DMEM or DMEM containing 3 mM ouabain. All experiments are repeated 3 times. **A**. PCA of transcriptomic changes. Ellipsoids highlight portioning of samples based on type of treatment. The principal components in 3-dimensional graphs (PC#1, PC#2 and PC#3) represent the variability of gene expression level within datasets. **B**. Comparative analysis of the impact of Na^+^,K^+^-ATPase inhibition by ouabain and K^+^-free medium on the RASMC transcriptome. The total number of genes whose expression is altered by ouabain and K^+^-free medium by more than 1.2-fold with p<0.05 is indicated; the number of genes affected by both stimuli appears in **bold**.

Figure 3B discloses that the number of differentially-expressed transcripts in RASMC treated for 6 hr with ouabain or K^+^-free medium totalled 8,266 and 8,264, respectively. 

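*Ereg*, a ligand of the EGF receptor, rose by 3.27 on the log2 scale in ouabain (SE 0.072, adjusted p = 9.35e-10) and by 3.92 in K+-free medium (adjusted p = 4.55e-11). The stress cytokine *Gdf15* rose by 2.90 and 3.92, and the hyaluronan synthase *Has2* by 2.93 and 1.97, in ouabain and K+-free medium respectively. Among the deepest falls was *Tradd*, which couples the TNF receptor to its downstream kinases: -2.89 in ouabain (adjusted p = 4.36e-10) and -2.97 in K+-free medium (adjusted p = 4.55e-11). The ciliary transport gene *Ift70b* (-2.81 and -2.83) and *Tlr3*, a receptor for double-stranded RNA (-2.71 and -1.58), fell as well. For these 6 genes the 3 treated and 3 control arrays did not overlap. Ouabain changed 8895 probe sets, 4312 upward and 4583 downward, or 32.5% of those measured. K+-free medium changed 9281, 4391 upward and 4890 downward (33.9%). Treated and control arrays did not overlap in 54.2% of probe sets for ouabain and 57.1% for K+-free medium, where chance gives 10%. The balance of rises and falls rests on the scaling between arrays: centred on *B2m*, which lowers the median of all probe sets to -0.08 for ouabain and -0.10 for K+-free medium, the rises number 2166 and 2375 and the falls 6223 and 7059.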

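The clock repressor *Bhlhe41* rose by 2.64 on the log2 scale in ouabain (adjusted p = 3.15e-09) and by 2.89 in K+-free medium (adjusted p = 9.68e-10). *Ets2*, a transcription factor downstream of MAP kinases, rose by 2.42 and 2.74, while *Rab27a*, a GTPase of secretory vesicles, fell by 2.68 in ouabain and fell by 2.50 in K+-free medium. In all 3 genes the treated arrays lay outside the range of the controls. *Bmp6*, a ligand of BMP receptors, went in opposite directions: it fell by 1.67 in ouabain (adjusted p = 5.03e-08) and rose by 2.21 in K+-free medium, a difference of 3.88 (SE 0.086, adjusted p = 4.17e-10). In total 6843 probe sets passed the test under both treatments, 2897 raised and 3794 lowered by each. They make up 76.9% of the changes in ouabain and 73.7% of those in K+-free medium. A further 2052 and 2438 probe sets passed under 1 treatment, of which 836 and 1182 also differed between the treatments. Opposite changes numbered 152, each with a difference between ouabain and K+-free medium that passed the test. Independent responses of these sizes would share 692 rises and 820 falls. Both comparisons use the same 3 control arrays, however, and 3 controls cannot be divided into parts of at least 2. Simulated groups without any change, set against common controls, shared 0 calls, but part of the excess can still come from the common controls.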

Further analysis determined that the expression of 6,412 transcripts was affected by both stimuli (Fig. 3B). Significantly, we observed highly significant (p<4×10^−9^) and positive (R^2^>0.80) correlations between levels of differentially-expressed transcripts identified in the presence of ouabain and K^+^-free medium (Fig. 4). 

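Many genes answered ouabain and K+-free medium to nearly the same extent. *Nppc*, which encodes C-type natriuretic peptide, rose by 2.77 and 2.89 on the log2 scale, with no difference between the treatments that passed the test (0.13, adjusted p = 0.387). *Pde6d*, a carrier of prenylated proteins, fell by 2.54 in ouabain and fell by 2.19 in K+-free medium. Other genes departed from this pattern. The inflammatory caspase gene *Casp4* fell by 2.72 in ouabain but by 0.92 in K+-free medium (difference 1.80, SE 0.077, adjusted p = 6.12e-08), and heme oxygenase *Hmox1* rose by 2.50 in ouabain and by 1.21 in K+-free medium (difference -1.29, adjusted p = 7.14e-08), the arrays of the treatments not overlapping for either gene. Across the probe sets changed by both treatments, the log2 changes correlated with r = 0.894 (r2 = 0.799, Spearman's rho 0.896). The slope of K+-free medium on ouabain was 0.964 and that of ouabain on K+-free medium 0.829. Over all 27342 probe sets r was 0.829 (r2 = 0.686). These are correlations across genes, which are not independent replicates. Common controls add to them: simulated groups with no change gave r = 0.498 over the same probe sets, though with a covariance of only 0.00318 against 0.645 observed. Of the 6691 probe sets moved the same way by both treatments (97.8% of those shared), 52.0% moved further in K+-free medium, and 1948 (29.1%) differed in size between the treatments.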

Because the gain of [Na^+^]_i_ and loss of [K^+^]_i_ in cells treated with ouabain or K^+^-free medium are similar (Fig. 1), the results strongly suggest that the changes in gene expression evoked by both stimuli occur in response to elevation of the [Na^+^]_i_/[K^+^]_i_ ratio rather than [Na^+^]_i_/[K^+^]_i_-independent events.

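Clock genes were among those moved in parallel: the repressors *Per1* (2.03 in ouabain and 1.73 in K+-free medium, log2) and *Cry2* (1.68 and 1.34) rose, while *Bmal2*, a partner of CLOCK, fell (-1.55 and -1.97). Of 15 clock genes measured, 11 rose and 1 fell in ouabain, and 9 rose and 2 fell in K+-free medium, the same numbers when adjusted over the list alone, though 4 fall in K+-free medium centred on *B2m* and 1 after repeated quantile normalization. Ligands of the EGF receptor rose, 5 of 7 under each treatment, and none fell except 1 in ouabain when centred on *B2m*. *Areg* gained 1.71 and 2.13 and *Hbegf* 1.43 and 2.22. Genes of the G2 and M phases went down, 15 of 22 in ouabain and 18 in K+-free medium, among them the mitotic kinase *Aurkb* (-0.88 and -1.80) and the anaphase activator *Cdc20* (-0.68 and -1.47). Against all other genes, camera gave adjusted p = 0.000281 and 0.0107 for the clock, 0.00577 and 0.00126 for the ligands and 0.000281 and 9.18e-07 for the G2 and M genes, in ouabain and K+-free medium. None of these 6 passed with an estimated correlation between genes (adjusted p = 0.107 to 0.191). Tables 1 and 2 print 4 of the clock genes, 3 of the ligands and 1 of the G2 and M genes. The study picked these members by their change on these arrays, and they were left in for the tests. The lists also differed between the treatments at the preset correlation, the clock by a median of -0.23 (adjusted p = 0.00403), the ligands by 0.42 (adjusted p = 0.00276) and the G2 and M genes by -0.19 (adjusted p = 0.000221), and again not with an estimated one (adjusted p = 0.223 to 0.227). Ouabain acts on the pump as a ligand and K+-free medium by withdrawal of an ion, yet both led to a like gain of Na+ and loss of K+ (Fig. 1). From this likeness and the correlated transcript changes, the paper proposes that expression follows the raised [Na+]_i_/[K+]_i_ ratio and not events independent of it.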

**Figure 4:**
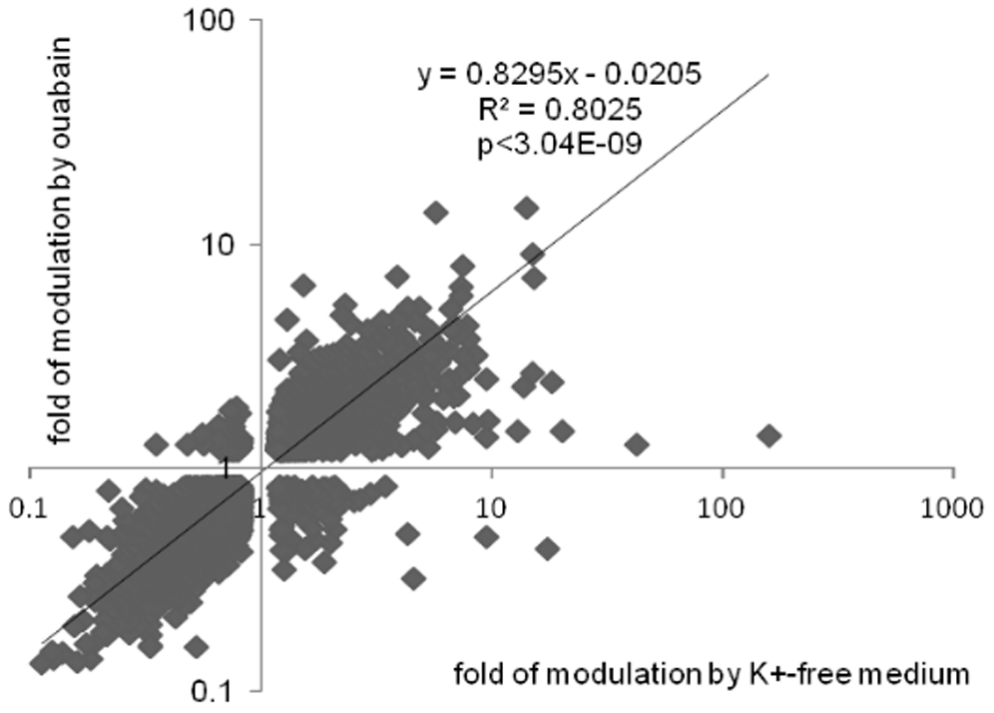
Correlation analysis of transcripts whose expression is altered by ouabain and K^+^-free medium in RVSMC by more than by 1.2-fold with p<0.05. The total number of transcripts subjected to analysis is shown in Figure 2B. Transcript expression in control cells was taken as 1.00. The fold change was determined as log transformed treatment/control expression ratio.

It should be noted that, together with increment of the [Na^+^]_i_/[K^+^]_i_ ratio, ouabain and K^+^-free medium may affect cells independently of suppression of Na^+^,K^+^-ATPase-mediated ion fluxes. Thus, recent studies revealed that ouabain triggered interaction of the Na^+^,K^+^-ATPase α-subunit with the membrane-associated nonreceptor tyrosine kinase Src, activation of Ras/Raf/ERK1,2, phosphatidyl inositol 3-kinase (PI(3)K), PI(3)K-dependent protein kinase B, phospholipase C, [Ca^2+^]_i_ oscillations and augmented production of ROS (for review, see [28]; [29]). On the other hand, transfer of highly K^+^-permeable cells to K^+^-free medium results in transient membrane hyperpolarization that has a tissue-specific impact on the activity of diverse voltage-sensitive, membrane-bound proteins [30]; [31] and the distribution of other permeable ions, including Cl^-^ (Fig. 1). Indeed, we noted that the expression of several genes detected, such as *Cxcl2, Cxcl5, Tnfs5, Lif* and *Vcam1*, is sharply increased in K^+^-free medium compared to ouabain-treated cells (Table 1). This considered, we focused our analysis on [Na^+^]_i_/[K^+^]_i_-sensitive genes whose expression in K^+^-free medium and in the presence of ouabain was less than 2-fold different. 

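The neutrophil chemokine *Cxcl2* rose 158-fold in K+-free medium, from a log2 signal of 5.40 (SD 0.16) in control cells to 12.71 (SD 0.059), and stood 112-fold above its level in ouabain (adjusted p = 3.01e-11). The chemokine printed as *Cxcl5* was taken as *Cxcl6* from a list of synonyms, a match that was not checked further. The signal of *Cxcl6* in K+-free medium was 33.0-fold that in ouabain (adjusted p = 1.97e-11). *Lif*, a cytokine of the interleukin-6 family, rose by 1.32 on the log2 scale in ouabain and 4.19 in K+-free medium (difference 2.87, adjusted p = 4.53e-10). *Vcam1*, which binds leukocyte integrins, fell in ouabain (-1.21, adjusted p = 1.66e-06) and rose in K+-free medium (4.12), 40.3-fold apart (adjusted p = 8.74e-11). In each of the 4 genes every K+-free array lay above every ouabain array. *Tnfs5* matches no symbol here. As the study chose them on these samples, their median difference of 5.19 (camera, adjusted p = 1.42e-09, and adjusted p = 0.0104 with an estimated correlation) is not independent evidence. Other cytokine and survival genes under NFκB control differed too: *Csf2* stood 28.2-fold, *Ccl20* 16.6-fold, *Birc3* 11.6-fold and *Icam1* 3.71-fold higher in K+-free medium than in ouabain. The ouabain signals of *Cxcl2*, *Cxcl6*, *Vcam1*, *Csf2* and *Ccl20*, and the control signal of *Cxcl2*, lay under the array medians. Background was not measured here and may compress changes at such signals, so these folds are best read as lower bounds. Of 30 NFκB target genes measured, 28 were higher in K+-free medium than in ouabain and none lower, also when adjusted over the list alone (median 2.15, camera adjusted p = 3.86e-38, and adjusted p = 0.00388 with an estimated correlation). Against control cells 28 rose in K+-free medium (median 2.79, adjusted p = 2.57e-21, and adjusted p = 0.0196 with an estimated correlation), while in ouabain 15 rose and 3 fell (median 0.26, adjusted p = 0.000972, and adjusted p = 0.158 with an estimated correlation). The NFκB list keeps *Cxcl2*, *Cxcl6* and *Vcam1*, which the study named for this difference. They were left in for these medians and tests, which are thus not fully independent evidence. Over all probe sets 4491 differed between the treatments, 2311 higher and 2180 lower in K+-free medium, and arrays did not overlap in 32.4% (10% by chance).

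**Figure D1:**
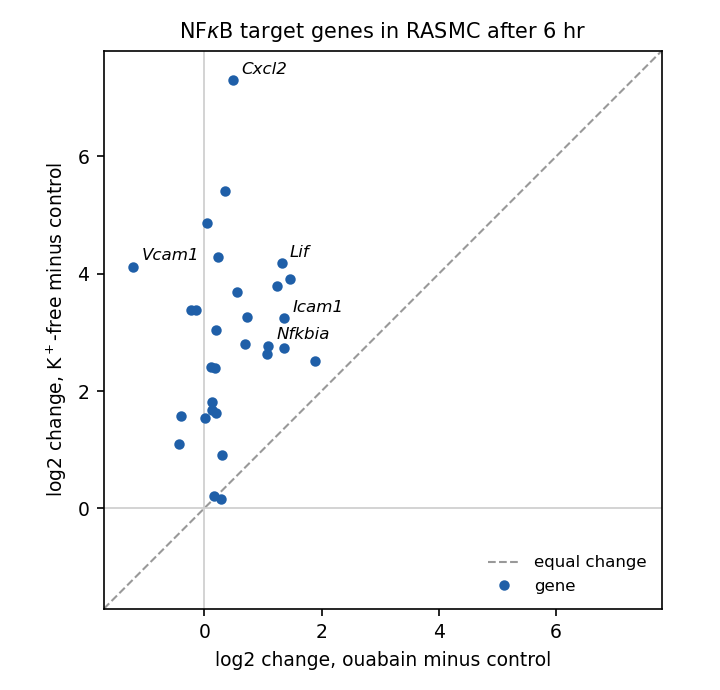
Log2 change of each of 30 NFκB target genes in ouabain (horizontal axis) and in K+-free medium (vertical axis), each as the mean of 3 arrays minus the mean of the 3 control arrays. The dashed line marks equal change. Nearly all points lie above the line, 28 of them past the test between the treatments.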

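*Errfi1*, a feedback inhibitor of the EGF receptor, gained 1.49 in ouabain and 1.98 in K+-free medium on the log2 scale. *Sgk1*, a kinase that stimulates epithelial Na+ transport, gained 1.87 and 2.15, and the exonuclease *Isg20* 2.24 and 2.22. The kinesin *Kif3c* fell by 1.73 in ouabain and fell by 2.00 in K+-free medium. The glycosylase *Ogg1*, which removes oxidised guanine from DNA, fell by 1.63 in ouabain and fell by 2.35 in K+-free medium, and the kinase *Stk16* fell by 2.41 in ouabain and fell by 2.67 in K+-free medium. Adjusted p-values of these changes reached at most 2.74e-08, and no treated array overlapped a control array. Among probe sets with 1 gene symbol, 164 rose and 167 fell by more than 3-fold in K+-free medium. A change in ouabain within 2-fold of that in K+-free medium was found for 89 of the raised probe sets (88 genes) and 155 of the lowered (151 genes). The limit of 2-fold thus set aside 75 raised but only 12 lowered probe sets. With signals centred on *B2m* the lowered probe sets number 261.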

[Na^+^]_i_/[K^+^]_i_-sensitive genes, whose expression was increased or decreased by more that 3-fold, are listed in Tables 2 and 3, respectively.

**Table 1:** Genes whose expression was increased in RASMC subjected to Na^+^,K^+^-ATPase inhibition.

Gene symbol//gene title (ref #) – functional categories	K^+^-free medium		ouabain	
	Fold change	p value	Fold change	p value
Gdf15//growth differentiation factor 15 (D) - D	15.17	1.88E-06	7.44	6.03E-06
**Ereg//epiregulin (1) – D**	**15.14**	**1.59E-06**	**9.63**	**4.10E-06**
**Cyp1a1//cytochrome P450, family 1, subfamily a (15) - O**	**14.22**	**1.59E-06**	**15.58**	**2.95E-06**
**Fos//FBJ osteosarcoma oncogene (427) – T**	**7.91**	**2.23E-05**	**3.95**	**1.23E-04**
**Atf3//activating transcription factor (27) – T**	**7.83**	**2.85E-05**	**4.53**	**1.07E-04**
Slc9a3//solute carrier family 9 (sodium/hydrogen exchang – O	7.52	2.13E-06	3.25	1.22E-05
Nppc//natriuretic peptide C – O	7.42	6.35E-06	6.80	9.53E-06
Bhlhe41//basic helix-loop-helix family, member e41 – T	7.42	6.59E-06	6.23	1.13E-05
**Klf10//Kruppel-like factor 10 (2) – T**	**7.16**	**4.32E-06**	**4.09**	**1.38E-05**
**Trib1//Tribbles homolog 1 (Drosophila) (2) – D**	**7.09**	**1.50E-06**	**4.47**	**4.54E-06**
**Il6r//interleukin 6 receptor (1) – I**	**6.71**	**9.08E-07**	**4.37**	**3.17E-06**
*Ets2//v-ets erythroblastosis virus E26 oncogene homolog 2– T*	*6.68*	*4.93E-06*	*5.35*	*9.09E-06*
Fam43a//family with sequence similarity 43, member A – U	6.56	6.89E-06	3.45	3.34E-05
Arrdc4//arrestin domain containing 4– U	5.89	1.70E-06	3.06	7.44E-06
Tppp//tubulin polymerization promoting protein – D	5.89	1.11E-05	3.58	4.18E-05
**Ptgs2//prostaglandin-endoperoxide synthase 2 (588) – I**	**5.68**	**1.44E-06**	**3.71**	**4.45E-06**
*F3//coagulation factor III (thromboplastin, tissue factor I*	*5.64*	*1.62E-06*	*3.39*	*5.50E-06*
Enc1//ectodermal-neural cortex – D	5.61	9.08E-07	3.85	2.57E-06
*Mmp28//matrix metallopeptidase 28– I*	*5.47*	*3.64E-06*	*4.24*	*7.44E-06*
**Epha2//Eph receptor A2 (3) – D**	**5.46**	**2.73E-06**	**3.32**	**8.72E-06**
RGD1307396//similar to RIKEN cDNA 6330406I15 – U	5.39	2.12E-06	3.94	5.19E-06
Slc25a25//solute carrier family 25 (mitochondrial Pi carrier) – O	5.04	2.66E-06	2.85	1.12E-05
**Nr4a1//nuclear receptor subfamily 4, group A (14) – T**	**4.99**	**9.44E-06**	**4.67**	**1.33E-05**
**Per2//period homolog 2 (Drosophila) (6) – O**	**4.88**	**7.48E-06**	**5.47**	**8.33E-06**
Zbtb2//zinc finger and BTB domain containing 2– T	4.68	2.63E-06	3.09	8.01E-06
*Rab32//RAB32, member RAS oncogene family – T*	*4.68*	*1.49E-06*	*2.51*	*7.26E-06*
*Isg20//interferon stimulated exonuclease gene 20– I*	*4.67*	*2.44E-06*	*4.71*	*4.06E-06*
**Hbegf//heparin-binding EGF-like growth factor (4) – D**	**4.65**	**2.60E-06**	**2.69**	**1.10E-05**
*Pde4b//phosphodiesterase 4B, cAMP-specific – O*	*4.52*	*3.64E-06*	*2.43*	*2.15E-05*
Csrnp1//cysteine-serine-rich nuclear protein 1–D	4.52	3.63E-06	3.52	7.73E-06
PVR//poliovirus receptor - D	4.50	3.47E-06	3.58	7.26E-06
**Hes1//hairy and enhancer of split 1 (Drosophila) (34) – T**	**4.47**	**5.68E-06**	**2.94**	**1.93E-05**
**Bcl6//B-cell CLL/lymphoma 6 (1) –D**	**4.45**	**2.12E-06**	**2.90**	**7.26E-06**
*Ier5//immediate early response 5-T*	*4.45*	*5.59E-06*	*2.76*	*2.26E-05*
**Sgk1//serum/glucocorticoid regulated kinase 1 (14) - O**	**4.42**	**3.96E-06**	**3.64**	**7.69E-06**
**Plk3//polo-like kinase 3 (20) -D**	**4.41**	**1.03E-05**	**3.13**	**3.05E-05**
*Klf5//Kruppel-like factor 5-T*	*4.39*	*1.17E-05*	*3.43*	*2.64E-05*
Mthfd2l//methylenetetrahydrofolate dehydrogenase – O	4.38	9.85E-06	2.49	6.04E-05
**Areg//amphiregulin (3) – D**	**4.37**	**1.00E-05**	**3.26**	**2.51E-05**
RGD1563891//similar to core 2 beta-1,6-N-acetylglucosam – U	4.36	5.54E-05	3.52	1.17E-04
**Fst//follistatin (9) – D**	**4.35**	**6.59E-06**	**5.50**	**6.34E-06**
*Fosl1//fos-like antigen 1-T*	*4.27*	*1.20E-05*	*3.41*	*2.59E-05*
**Ier2//immediate early response 2 (1) – T**	**4.24**	**2.62E-05**	**1.99**	**6.15E-04**
Baiap2//BAI1-associated protein 2-D	4.14	9.08E-07	3.98	2.57E-06
Rassf9//Ras association (RalGDS/AF-6) domain family – D	4.12	2.41E-06	2.86	7.26E-06
Chka//choline kinase alpha – O	4.10	1.82E-06	4.71	2.95E-06
*Irf2bpl//interferon regulatory factor 2-binding protein-like – I*	*4.10*	*3.37E-05*	*3.27*	*7.69E-05*
Mum1l1//melanoma-associated antigen (mutated) 1-like 1–I	4.00	4.60E-06	2.69	1.53E-05
**Nr4a3//nuclear receptor subfamily 4, group A, mem 3 (5) – T**	**3.99**	**1.00E-05**	**4.13**	**1.19E-05**
Tas2r135//taste receptor, type 2, member 135–O	3.94	3.86E-05	3.56	6.11E-05
Errfi1//ERBB receptor feedback inhibitor 1–D	3.93	4.30E-06	2.82	1.19E-05
Skil//SKI-like oncogene - T	3.92	9.08E-07	2.13	6.03E-06
Zswim4//zinc finger, SWIM-type containing 4–T	3.92	2.09E-06	2.31	1.02E-05
**Dusp10//dual specificity phosphatase 10 (3)-D**	**3.92**	**8.95E-06**	**2.09**	**8.82E-05**
**Has2//hyaluronan synthase 2 (3) –I**	**3.91**	**9.85E-06**	**7.60**	**4.67E-06**
**Txnip//thioredoxin interacting protein (9) – I**	**3.88**	**1.82E-06**	**2.31**	**8.58E-06**
**Mdm2//Mdm2 p53 binding protein homolog (mouse) (22) – T**	**3.85**	**9.08E-07**	**2.98**	**2.95E-06**
Fam171b//family with sequence similarity 171, member B – U	3.84	3.05E-06	4.82	3.26E-06
Stk17b//serine/threonine kinase 17b –O	3.76	3.65E-06	4.00	4.67E-06
*Zfp36//zinc finger protein 36–T*	*3.70*	*6.56E-05*	*2.15*	*7.25E-04*
Rab20//RAB20, member RAS oncogene family –I	3.66	4.53E-06	3.90	5.52E-06
Pnrc1//proline-rich nuclear receptor coactivator 1–T	3.66	2.19E-07	3.10	7.72E-07
**Abcb1b//ATP-binding cassette, subfamily B, mem 1B (3) – O**	**3.65**	**9.08E-07**	**2.72**	**3.17E-06**
**Smad3//SMAD family member 3 (20) –T**	**3.64**	**4.27E-06**	**2.78**	**1.04E-05**
RGD1306119//similar to transcriptional regulating prot 132 – T	3.59	1.13E-05	1.80	2.42E-04
**Htr2a//5-hydroxytryptamine (serotonin) receptor 2A (1) – O**	**3.58**	**9.08E-07**	**3.10**	**2.78E-06**
**Jun//jun proto-oncogene (799) –T**	**3.57**	**1.77E-06**	**2.76**	**4.54E-06**
Zfat//zinc finger and AT hook domain containing – T	3.57	4.59E-06	3.01	8.69E-06
**Dusp6//dual specificity phosphatase 6 (2) -O**	**3.56**	**4.79E-06**	**2.42**	**1.73E-05**
Ier5l//immediate early response 5-like T	3.55	4.98E-06	2.71	1.29E-05
**Bmp2//bone morphogenetic protein 2 (13) –D**	**3.52**	**3.96E-05**	**3.69**	**4.14E-05**
Gnat1//guanine nucleotide-binding protein, alpha t –O	3.50	2.44E-06	3.86	3.26E-06
RGD1305254//similar to transmembrane protein 2–U	3.48	3.31E-05	2.14	2.69E-04
Alkbh//alkB, alkylation repair homolog (E. coli) –D	3.45	2.26E-06	2.44	7.40E-06
**Klf4//Kruppel-like factor 4 (gut) (5) –T**	**3.44**	**1.54E-05**	**2.49**	**5.57E-05**
Hapln3//hyaluronan and proteoglycan link protein 3 – O	3.44	2.58E-05	1.95	3.45E-04
*Mafk//v-maf musculoaponeurotic fibrosarcoma onco hom K–T*	*3.42*	*8.48E-06*	*2.75*	*1.91E-05*
*Maff//v-maf musculoaponeurotic fibrosarcoma onco hom F-T*	*3.42*	*2.09E-05*	*2.55*	*6.83E-05*
**Dusp16//dual specificity phosphatase 16 (2) –O**	**3.39**	**1.94E-05**	**2.23**	**1.10E-04**
Gprc5a//G protein-coupled receptor, family C, gr 5, mem A–O	3.38	3.26E-05	4.73	1.74E-05
Lgr5//leucine-rich repeat contain G protein coupled recept –O	3.32	1.11E-05	4.12	8.86E-06
**Per1//period homolog 1 (Drosophila) (4) –O**	**3.32**	**5.54E-06**	**4.09**	**5.06E-06**
**Cd80//Cd80 molecule (28) –I**	**3.30**	**6.40E-06**	**2.10**	**3.72E-05**
**Mybl1//myeloblastosis oncogene-like 1 (1) –T**	**3.29**	**1.86E-05**	**2.03**	**1.55E-04**
**Pim1//pim-1 oncogene (5) –D**	**3.27**	**6.86E-06**	**1.84**	**8.03E-05**
Osmr//oncostatin M receptor –I	3.25	2.76E-05	2.00	2.57E-04
**Smad7//SMAD family member 7 (6) –D**	**3.23**	**4.22E-06**	**2.05**	**2.23E-05**
**Cpeb4//cytoplasmic polyadenyl element bind prot 4 (1) –T**	**3.20**	**4.79E-06**	**3.01**	**7.42E-06**
**Aen//apoptosis-enhancing nuclease (5) D**	**3.17**	**5.96E-06**	**3.10**	**8.39E-06**
**Nr4a2//nuclear receptor subfamily 4, group A, mem 2 (4) – T**	**3.16**	**1.56E-05**	**3.99**	**1.15E-05**
**Tnfrsf1b//tumor necrosis factor receptor superfamily –D**	**3.15**	**2.67E-05**	**1.99**	**2.31E-04**
Lhfpl2//lipoma HMGIC fusion partner-like 2–O	3.10	4.60E-06	1.76	5.10E-05
Rap2b//RAP2B, member of RAS oncogene family –O	3.07	1.00E-05	2.34	3.03E-05
Lmbrd2//LMBR1 domain containing 2–U	3.07	9.85E-06	2.70	1.77E-05
Cdc42ep1//CDC42 effector protein (Rho GTPase binding) 1 – D	3.06	2.92E-05	2.80	4.71E-05
Kdm6b//lysine (K)-specific demethylase 6B –T	3.04	7.50E-06	2.04	3.94E-05
RGD1310794//similar to RIKEN cDNA C030048B08 - D	3.04	2.47E-04	4.01	1.07E-04
*Sertad2//SERTA domain containing 2-T*	*3.03*	*1.40E-05*	*2.55*	*3.05E-05*

RASMC were treated with 3 mM ouabain or K^+^-free medium for 6 hr. Listed are assigned genes whose expression was increased in K^+^-free medium by more than 3-fold and was different by less than 2-fold in the presence of ouabain compared to K^+^-free medium. GeneChip expression analysis was performed as described in the Methods section. mRNA content in control cells was taken as 1.00. Genes whose expression is altered in ischemia/hypoxia are shown **in bold**. Appearing in parentheses are numbers of citations in PubMed. Listed *in italics* are genes whose differential expression was detected in ischemic tissue by whole genome microarray-based analysis [12]–[18]. Data on gene function from GeneCards database (www.genecards.org) were used for identification of gene function. Functional categories: T– regulators of transcription/translation, RNA processing and degradation; D– regulators of cell adhesion, migration, proliferation, differentiation and death; I– inflammation and immune responses; O– others; U– unknown function.

**Table 2:** Genes whose expression was decreased in RASMC subjected to Na^+^,K^+^-ATPase inhibition.

Gene symbol//gene title (ref #) – functional categories	K^+^-free medium		ouabain	
	Fold change	p value	Fold change	p value
Syt17//synaptotagmin XVII -O	−3.01	1.19E-05	−1.81	1.35E-04
Phyh//phytanoyl-CoA 2-hydroxylase –O	−3.02	4.62E-05	−2.84	6.80E-05
Ttc21b//tetratricopeptide repeat domain 21B –O	−3.03	4.28E-05	−4.06	2.24E-05
Parp2//poly (ADP-ribose) polymerase 2–T	−3.03	2.91E-05	−3.94	1.77E-05
RGD1309534//similar to RIKEN cDNA 4931406C07 –U	−3.03	2.51E-05	−2.12	1.31E-04
Mus81//MUS81 endonuclease homolog (S. cerevisiae) – T	−3.03	8.76E-06	−2.52	1.88E-05
Lactb2//lactamase, beta 2–O	−3.04	2.89E-05	−3.41	2.48E-05
Fbxw17//F-box and WD-40 domain protein 17-U	−3.05	3.50E-05	−3.61	2.57E-05
**Gnb5//guanine nucleotide binding prot beta 5 (1) – O**	**−3.05**	**1.03E-05**	**−2.63**	**2.03E-05**
Mrpl32//mitochondrial ribosomal protein L32 –O	−3.06	5.76E-05	−1.83	8.71E-04
MGC94199//similar to RIKEN cDNA 2610301B20; -U	−3.06	2.15E-04	−3.68	1.26E-04
Zscan12//zinc finger and SCAN domain containing 12–T	−3.07	2.82E-05	−3.37	2.57E-05
Top3b//topoisomerase (DNA) III beta –T	−3.07	9.85E-06	−3.90	7.40E-06
*Zfp259//zinc finger protein 25 –T*	−*3.08*	*3.32E-06*	−*1.61*	*5.70E-05*
Myo19//myosin XIX –O	−3.09	1.64E-05	−2.24	6.71E-05
**Prkag1//protein kinase, AMP-activat, gamma 1 (1) –O**	**−3.09**	**4.04E-06**	**−1.67**	**6.07E-05**
Gtpbp5//GTP-binding protein 5–T	−3.10	2.84E-05	−2.83	4.59E-05
Dcaf4//DDB1 and CUL4 associated factor 4–O	−3.10	1.20E-05	−2.59	2.64E-05
LOC687284//similar to excision repair cross-compl –U	−3.10	7.20E-06	−3.34	8.30E-06
*Gdf10//growth differentiation factor 10–D*	−*3.11*	*9.18E-05*	−*2.69*	*1.83E-04*
Tmem184c//transmembrane protein 184C –D	−3.11	3.45E-06	−2.02	1.69E-05
Deadc1//deaminase domain containing 1–O	−3.11	4.60E-05	−3.13	5.42E-05
RGD1311422//similar to CG8841-PA –U	−3.12	9.85E-06	−2.60	2.07E-05
**Parp1//poly (ADP-ribose) polymerase 1 (46) –D**	**−3.13**	**1.87E-06**	**−2.75**	**4.29E-06**
Rtel1//regulator of telomere elongation helicase 1 –D	−3.13	8.33E-06	−2.29	2.80E-05
Dhcr7//7-dehydrocholesterol reductase –O	−3.14	3.83E-05	−4.86	1.54E-05
Gatsl2//GATS protein-like 2–T	−3.14	3.51E-05	−1.97	3.31E-04
Glb1l2//galactosidase, beta 1-like 2–O	−3.14	2.49E-05	−3.60	2.09E-05
RGD1563798//similar to BC040823 protein –U	−3.14	2.24E-05	−2.88	3.62E-05
Gbas//glioblastoma amplified sequence –O	−3.15	2.23E-06	−2.92	4.31E-06
*Cybasc3//cytochrome b, ascorbate dependent 3–O*	−*3.15*	*4.82E-06*	−*3.72*	*4.97E-06*
Fn3krp//fructosamine-3-kinase-related protein –O	−3.16	2.94E-06	−3.92	3.24E-06
Mrpl34//mitochondrial ribosomal protein L34 –T	−3.17	3.78E-04	−2.27	1.88E-03
Nsun6//NOP2/Sun domain family, member 6–U	−3.17	1.49E-05	−1.99	1.19E-04
Zdhhc12//zinc finger, DHHC-type containing 12–T	−3.17	5.52E-05	−4.22	2.93E-05
Rabl5//RAB, member RAS oncogene family-like 5–U	−3.18	5.97E-05	−2.89	9.60E-05
*Aacs//acetoacetyl-CoA synthetase –O*	−*3.18*	*5.96E-06*	−*2.42*	*1.68E-05*
Xylb//xylulokinase homolog (H. influenzae) –U	−3.19	1.70E-06	−2.51	4.54E-06
Lhfp//lipoma HMGIC fusion partner –U	−3.19	4.12E-06	−2.65	8.66E-06
**Prkag2//protein kinase, AMP-activat gamma 2 (4) –O**	**−3.20**	**3.79E-06**	**−2.61**	**8.39E-06**
Six2//SIX homeobox 2 (1) –T	−3.20	3.23E-06	−2.19	1.19E-05
Uri1//URI1, prefoldin-like chaperone –T	−3.21	4.03E-06	−3.34	5.07E-06
Aarsd1//alanyl-tRNA synthetase domain containing 1–T	−3.21	1.80E-05	−3.10	2.46E-05
*Pik3r2//phosphoinositide-3-kinase, regulatory subunit 2- O*	−*3.22*	*1.03E-05*	−*2.96*	*1.62E-05*
Mkrn2//makorin, ring finger protein, 2–O	−3.22	6.43E-05	−2.84	1.16E-04
Map9//microtubule-associated protein 9–D	−3.25	1.70E-05	−2.97	2.74E-05
Dnajc2//DnaJ (Hsp40) homolog, subfamily C, memb 2–T	−3.25	1.73E-05	−2.29	7.41E-05
Asb13//ankyrin repeat and SOCS box-containing 13–O	−3.26	3.47E-06	−2.65	7.73E-06
RGD1561270//similar to zinc finger protein 248–T	−3.26	2.32E-05	−3.71	2.04E-05
Hebp2//heme-binding protein 2–O	−3.26	6.69E-05	−2.54	2.00E-04
Cers4//ceramide synthase 4–O	−3.28	5.44E-05	−2.94	9.07E-05
MGC108823//similar to interferon-inducible GTPase –U	−3.28	1.20E-04	−3.17	1.52E-04
*Bmyc//brain expressed myelocytomatosis oncogene –T*	−*3.28*	*2.90E-05*	−*3.01*	*4.61E-05*
Pitpna//phosphatidylinositol transfer protein, alpha –O	−3.28	9.08E-07	−2.84	2.91E-06
Npepl1//aminopeptidase-like 1 – O	−3.29	7.69E-06	−3.32	9.65E-06
**Mtrr//5-methyltetrahydrofolate-homocystein (2) –O**	**−3.29**	**1.07E-05**	**−3.02**	**1.73E-05**
Akap6//A kinase (PRKA) anchor protein 6–O	−3.30	3.74E-05	−3.60	3.49E-05
Ttc8//tetratricopeptide repeat domain 8–D	−3.30	5.05E-06	−3.72	5.61E-06
Dgcr8//DiGeorge syndrome critical region gene 8–T	−3.30	2.90E-06	−1.70	3.90E-05
Mgat4b//mannosyl (alpha-1,3-)-glycoprotein beta –O	−3.30	3.01E-05	−3.84	2.40E-05
LOC687284//similar to excision repair cross-complem –U	−3.32	2.05E-05	−3.60	2.05E-05
Rpusd1//RNA pseudouridylate synthase domain-cont –T	−3.32	1.85E-05	−2.74	4.20E-05
LOC500420//similar to CG12279-PA –U	−3.33	2.38E-04	−5.21	7.30E-05
Stxbp2//syntaxin-binding protein 2–O	−3.33	9.86E-06	−4.00	8.49E-06
Mis18bp1//MIS18-binding protein 1–U	−3.34	6.29E-06	−1.76	1.02E-04
**Nol3//nucleolar protein 3, apoptosis repressor (16) – D**	**−3.34**	**4.84E-05**	**−2.16**	**3.44E-04**
Lst8//MTOR-associated protein, LST8 homolog – T	–3.34	1.25E-05	–2.80	2.66E-05
Bbs9//Bardet-Biedl syndrome 9–O	–3.35	6.12E-06	–2.70	1.38E-05
**Apip//APAF1-interacting protein (1) –D**	**–3.35**	**9.85E-06**	**–3.22**	**1.35E-05**
**Rabif//RAB-interacting factor (1) –O**	**–3.35**	**9.08E-07**	**–1.71**	**7.26E-06**
*Vsnl1//visinin-like 1–O*	*−3.36*	*1.00E-04*	*−3.19*	*1.37E-04*
Fig4//FIG4 homolog, SAC1 lipid phosphatase domain –O	*−*3.37	9.33E-06	*−*3.14	1.37E-05
Tmem209//transmembrane protein 209–U	*−*3.37	1.96E-05	*−*4.16	1.46E-05
LOC685574//zinc finger protein 334-T	*−*3.38	3.36E-05	*−*3.18	4.91E-05
Arhgef25//Rho guanine nucleotide exchange factor 25–D	*−*3.40	5.05E-06	*−*3.13	8.33E-06
Vamp4//vesicle-associated membrane protein 4–O	*−*3.40	1.52E-04	*−*2.58	5.08E-04
Pold2//polymerase (DNA directed), delta 2, regulat sub –D	*−*3.40	2.88E-05	*−*2.06	2.70E-04
Ssbp1//single-stranded DNA-binding protein 1–O	*−*3.40	6.62E-06	*−*3.45	8.57E-06
Slc35d2//solute carrier family 35, member D2–O	*−*3.40	6.67E-06	*−*3.32	9.24E-06
LOC683626//similar to limb-bud and heart –U	*−*3.41	1.30E-05	*−*1.84	2.13E-04
Lrrk1//leucine-rich repeat kinase 1–O	*−*3.41	4.33E-05	*−*3.31	5.60E-05
RGD1309362//similar to interferon-inducible GTPase –O	*−*3.41	1.21E-04	*−*3.64	1.10E-04
Acat3//acetyl-coenzyme A acetyltransferase 3–O	*−*3.41	4.09E-06	*−*2.35	1.42E-05
Pter//phosphotriesterase related –O	*−*3.42	8.74E-06	*−*2.31	3.69E-05
RragB//Ras-related GTP-binding B–D	*−*3.43	1.93E-04	*−*2.56	7.02E-04
**Pdcd4//programmed cell death 4 (5) –D**	***−*** **3.43**	**1.28E-05**	***−*** **1.74**	**3.18E-04**
Aaas//achalasia, adrenocortical insufficiency, alacrimia – O	*−*3.44	3.64E-06	*−*2.53	1.03E-05
Bphl//biphenyl hydrolase-like (serine hydrolase) O	*−*3.45	1.38E-05	*−*3.96	1.28E-05
Zfp68//zinc finger protein 68–T	*−*3.45	1.17E-03	*−*3.40	1.31E-03
Stambp//Stam-binding protein –I	*−*3.45	2.04E-05	*−*4.59	1.33E-05
Ptcd2//pentatricopeptide repeat domain 2–U	*−*3.46	2.03E-04	*−*4.01	1.41E-04
Aurkb//aurora kinase B–D	*−*3.47	8.48E-06	*−*1.84	1.24E-04
Mvd//mevalonate (diphospho) decarboxylase –O	*−*3.49	5.26E-05	*−*2.07	5.61E-04
Ssh3//slingshot homolog 3 (Drosophila) –O	*−*3.50	1.82E-06	*−*3.39	3.26E-06
Zfp110//zinc finger protein 110–T	*−*3.50	1.03E-05	*−*3.33	1.46E-05
*Hscb//HscB iron-sulfur cluster co-chaperone homolog – O*	*−3.50*	*2.66E-05*	*−3.00*	*5.16E-05*
*Tfip11//tuftelin-interacting protein 11–D*	*−3.51*	*5.98E-06*	*−4.67*	*5.00E-06*
Thtpa//thiamine triphosphatase/-O	*−*3.52	1.26E-05	*−*3.27	1.96E-05
LOC100362431//tetratricopeptide repeat domain 30B –U	*−*3.52	2.88E-05	*−*3.00	5.70E-05
RGD1564300//similar to phosphoseryl-tRNA kinase –U	*−*3.53	2.95E-05	*−*3.91	2.74E-05
Lrrc8e//leucine-rich repeat containing 8 family, memb E – D	*−*3.53	3.20E-04	*−*4.51	1.63E-04
Zfp39//zinc finger protein 39–T	*−*3.54	1.22E-04	*−*3.72	1.18E-04
Fbxl4//F-box and leucine-rich repeat protein 4–D	*−*3.55	1.87E-06	*−*3.72	3.17E-06
*Mpped2//metallophosphoesterase domain containing 2 – O*	*−3.55*	*2.65E-05*	*−3.28*	*4.02E-05*
Trak2//trafficking protein, kinesin binding 2–O	*−*3.55	8.54E-06	*−*2.34	3.83E-05
Ecsit//ECSIT homolog (Drosophila) –O	*−*3.55	1.18E-05	*−*3.75	1.34E-05
Tdp1//tyrosyl-DNA phosphodiesterase 1–D	*−*3.55	9.58E-06	*−*4.83	7.04E-06
*Pik3c2b//phosphoinositide-3-kinase, class 2, beta-O*	*−3.56*	*1.12E-05*	*−3.20*	*1.86E-05*
Nexn//nexilin (F actin binding protein) –D	*−*3.59	8.85E-05	*−*2.98	1.92E-04
**Impa2//inositol (myo)-1(or 4)-monophosphat 2 (1) - O**	***−*** **3.60**	**7.30E-05**	***−*** **2.24**	**5.86E-04**
Oasl2//2'-5' oligoadenylate synthetase-like 2-T	*−*3.60	4.54E-05	*−*4.51	3.03E-05
**Stk25//serine/threonine kinase 25 (1) –O**	***−*** **3.60**	**3.32E-06**	***−*** **2.97**	**6.95E-06**
Cnpy2//canopy 2 homolog (zebrafish) –D	*−*3.61	1.13E-05	*−*3.23	1.91E-05
Mrvi1//murine retrovirus integration site 1 homolog – U	*−*3.62	3.34E-06	*−*4.17	4.06E-06
Mrpl40//mitochondrial ribosomal protein L40 –T	*−*3.62	2.39E-05	*−*3.43	3.39E-05
Plin3//perilipin 3//9q11//316130 –O	*−*3.63	8.44E-06	*−*2.34	4.00E-05
Fam118a//family with sequence similarity 118, mem A –U	*−*3.64	5.05E-06	*−*4.01	6.02E-06
*Mmd//monocyte to macrophage differentiation-ass – U*	*−3.65*	*1.43E-05*	*−2.83*	*3.77E-05*
Hddc2//HD domain-containing 2 – U	*−*3.66	1.49E-05	*−*3.68	1.88E-05
Zfp386//zinc finger protein 386 (Kruppel-like) – T	*−*3.67	1.00E-04	*−*3.02	2.20E-04
Ficd//FIC domain-containing –O	*−*3.67	7.72E-06	*−*3.04	1.56E-05
Wdr11//WD repeat domain 11–T	*−*3.68	2.74E-05	*−*5.73	1.32E-05
Xrcc6//X-ray repair complement defective repair – D	*−*3.68	1.18E-05	*−*2.37	6.06E-05
Stx17//syntaxin 17–D	*−*3.68	1.03E-05	*−*5.02	7.40E-06
LOC100362548//rCG52086-like – U	*−*3.70	4.60E-06	*−*2.04	3.71E-05
Nipsnap3b//nipsnap homolog 3B (C. elegans) –O	*−*3.71	1.64E-05	*−*1.95	2.63E-04
Cad//carbamoyl-phosphate synthetase 2 –O	*−*3.72	1.09E-05	*−*2.72	3.33E-05
Gemin4//gem (nuclear organelle) associated protein 4 – T	*−*3.73	3.95E-05	*−*4.65	2.74E-05
Nagk//N-acetylglucosamine kinase –O	*−*3.73	4.98E-06	*−*4.28	5.47E-06
Tamm41//TAM41, mitochondrial translocator assembly – O	*−*3.73	7.27E-06	*−*2.99	1.61E-05
Msto1//misato homolog 1 (Drosophila) –O	*−*3.74	1.23E-05	*−*3.57	1.77E-05
**Mutyh//mutY homolog (E. coli) (3) –D**	***−*** **3.76**	**9.85E-06**	***−*** **3.14**	**1.91E-05**
**Stat2//signal transducer, activator of transcrip 2 (3) – T**	***−*** **3.76**	**1.50E-06**	***−*** **4.33**	**2.78E-06**
Gcs1//glucosidase 1–O	*−*3.81	3.65E-05	*−*2.03	5.66E-04
Ccdc36//coiled-coil domain containing 36–U	*−*3.84	2.43E-06	*−*2.85	6.65E-06
Odf3l1//outer dense fiber of sperm tails 3-like 1–U	*−*3.88	1.54E-05	*−*4.58	1.37E-05
LOC100360582//5',3'-nucleotidase, cytosolic –O	*−*3.89	3.03E-05	*−*2.48	1.69E-04
Dguok//deoxyguanosine kinase –O	*−*3.90	2.09E-05	*−*3.00	5.56E-05
Ick//intestinal cell kinase –D	*−*3.90	7.69E-06	*−*3.30	1.43E-05
Aspscr1//alveolar soft part sarcoma chrom region 1 – O	*−*3.92	4.86E-06	*−*2.01	5.15E-05
Arntl2//aryl hydrocarbon receptor nuclear transl-like 2 – T	*−*3.93	3.45E-06	*−*2.92	8.57E-06
Acy3//aspartoacylase (aminocyclase) 3–O	*−*3.93	3.79E-06	*−*3.47	6.91E-06
Zfp9//zinc finger protein 9–T	*−*3.99	6.67E-06	*−*3.71	1.02E-05
LOC688548//hypothetical protein LOC688548–U	*−*3.99	3.08E-05	*−*3.06	8.11E-05
Fblim1//filamin-binding LIM protein 1–D	*−*4.01	5.05E-06	*−*3.87	7.42E-06
*Kif3c//kinesin family member 3C –O*	*−4.01*	*1.69E-05*	*−3.32*	*3.48E-05*
Gsdmd//gasdermin D –D	*−*4.02	3.08E-06	*−*3.36	6.02E-06
LOC498145//similar to RIKEN cDNA 2810453I06 –U	*−*4.02	2.45E-04	*−*2.89	8.91E-04
*Zfp426l2//zinc finger protein 426-like 2–T*	*−4.02*	*5.00E-05*	*−4.59*	*4.24E-05*
Chst12//carbohydrate (chondroitin 4) sulfotransfer 12– O	*−*4.03	1.13E-05	*−*2.89	3.48E-05
RGD1565316//similar to sphingomyelin phosphodies – U	*−*4.04	7.16E-06	*−*4.18	8.72E-06
Mir143//microRNA mir-143 – T	*−*4.04	4.55E-05	*−*2.67	2.14E-04
Sh3glb2//SH3-domain GRB2-like endophilin B2 – U	*−*4.04	4.68E-05	*−*2.05	8.75E-04
Ccdc8//coiled-coil domain-containing 8 – D	*−*4.06	1.20E-05	*−*2.98	3.48E-05
**Pot1//protection of telomeres 1 homolog (1) – D**	***−*** **4.07**	**5.28E-06**	***−*** **5.21**	**5.01E-06**
*Rbl2//retinoblastoma-like 2 – T*	*−4.07*	*5.76E-06*	*−2.05*	*6.46E-05*
Ankra2//ankyrin repeat, family A (RFXANK-like) 2 – O	*−*4.09	1.26E-05	*−*4.30	1.44E-05
Slc45a4//solute carrier family 45, member 4 – O	*−*4.10	5.05E-06	*−*2.92	1.45E-05
Polm//polymerase (DNA directed) – D	*−*4.13	4.22E-06	*−*4.06	6.03E-06
**Hmbs//hydroxymethylbilane synthase (1) – O**	***−*** **4.16**	**3.51E-06**	***−*** **2.76**	**1.15E-05**
Mrpl40//mitochondrial ribosomal protein L40 – T	*−*4.17	1.45E-04	*−*4.20	1.59E-04
Fastk//Fas-activated serine/threonine kinase – T	*−*4.20	9.96E-06	*−*2.84	3.50E-05
LOC688548//hypothetical protein LOC688548 – U	*−*4.29	1.31E-05	*−*3.27	3.31E-05
LOC691254//hypothetical protein LOC691254 – U	*−*4.39	1.05E-05	*−*4.31	1.37E-05
**Plcb3//phospholipase C, beta 3, PIP-specific (1) – O**	***−*** **4.41**	**2.75E-06**	***−*** **3.20**	**7.06E-06**
Setd6//SET domain-containing 6 – T	*−*4.41	5.99E-06	*−*3.55	1.22E-05
RGD1565222//similar to RIKEN cDNA 4931414P19 – U	*−*4.43	1.17E-05	*−*3.74	2.18E-05
Crot//carnitine O-octanoyltransferase – O	*−*4.44	1.26E-05	*−*3.59	2.66E-05
Haus1//HAUS augmin-like complex, subunit 1 – D	*−*4.46	3.39E-05	*−*4.58	3.85E-05
Paqr7//progestin and adipoQ receptor family memb VII – O	*−*4.52	3.81E-06	*−*5.24	4.54E-06
Slc27a4//solute carrier family 27 (fatty acid transp) – O	*−*4.56	1.11E-05	*−*3.03	3.94E-05
Pde6d//phosphodiesterase 6D, cGMP-specific, rod – O	*−*4.57	5.23E-06	*−*5.82	5.06E-06
Stard3nl//STARD3 N-terminal like – O	*−*4.61	2.60E-06	*−*3.88	5.04E-06
Ssx2ip//synovial sarcoma, X breakpoint 2 interact prot – D	*−*4.64	1.05E-05	*−*3.20	3.31E-05
*Galk1//galactokinase 1 – O*	*−4.68*	*1.03E-05*	*−4.08*	*1.73E-05*
Nipsnap1//nipsnap homolog 1 (C. elegans) – O	*−*4.72	9.38E-06	*−*4.94	1.08E-05
Golph3l//golgi phosphoprotein 3-like – O	*−*4.75	2.90E-06	*−*3.34	7.44E-06
Kprp//keratinocyte proline-rich protein – U	*−*4.79	5.45E-05	*−*5.63	4.47E-05
Nr1h2//nuclear receptor subfamily 1, group H, mem 2 – T	*−*4.94	3.81E-05	*−*4.03	7.47E-05
**Ogg1//8-oxoguanine DNA glycosylase (11) – D**	***−*** **5.11**	**4.60E-06**	***−*** **3.10**	**1.68E-05**
Nsdhl//NAD(P)-dependent steroid dehydrogenase-like – O	*−*5.13	9.08E-07	*−*3.59	2.89E-06
Mir145//microRNA mir-145 – T	*−*5.14	1.50E-06	*−*3.36	4.54E-06
Zfp40//zinc finger protein 40 – T	*−*5.20	7.56E-06	*−*4.07	1.54E-05
RGD1311946//similar to RIKEN cDNA 1810055G02 – U	*−*5.28	1.87E-06	*−*6.39	2.95E-06
Tmem177//transmembrane protein 177 – O	*−*5.41	3.53E-05	*−*7.49	2.30E-05
Rab27a//RAB27A, member RAS oncogene family – T	*−*5.65	3.45E-06	*−*6.40	4.47E-06
Stx2//syntaxin 2 – D	*−*5.82	2.27E-06	*−*4.98	4.54E-06
Stk16//serine/threonine kinase 16 – O	*−*6.35	1.70E-06	*−*5.32	3.58E-06
Ttc30b//tetratricopeptide repeat domain 30B – O	*−*7.12	8.89E-06	*−*7.00	1.13E-05
**Tradd//TNFRSF1A-associated via death domain (5) – T**	***−*** **7.81**	**9.08E-07**	***−*** **7.44**	**1.84E-06**
Zinki//Arg3.1/Arc mRNA-binding zinc finger protein – T	*−*8.80	3.51E-06	*−*7.78	5.65E-06

RVSMC were treated with 3 mM ouabain or K^+^-free medium for 6 hr. Listed are assigned genes whose expression was decreased in K^+^-free medium by more than 3-fold and was different by less than 2-fold in the presence of ouabain compared to K^+^-free medium. GeneChip expression analysis was performed as described in the Methods section. mRNA content in control cells was taken as 1.00. Genes whose expression is altered in ischemia/hypoxia are shown **in bold**. Appearing in parentheses are numbers of citations in PubMed. Given *in italics* are genes whose differential expression was detected in ischemic tissue by whole genome microarray-based analysis [12]–[18]. Data on gene function from GeneCards database (www.genecards.org) were used for identification of gene function. Functional categories: T– regulators of transcription/translation, RNA processing and degradation; D– regulators of cell adhesion, migration, proliferation, differentiation and death; I– inflammation and immune responses; O – others; U – unknown function.

**Table 3:** Hypoxia-responsive transcription factors whose expression was increased in RASMC subjected to Na^+^,K^+^-ATPase inhibition.

Gene symbol Gene title		Fold alterations	
		K^+^-free	ouabain
**HIF**			
**Hif-1b/Arnt**	Aryl hydrocarbon receptor nuclear translocator	1.28	1.24
**Ahr**	Aryl hydrocarbon receptor	1.94	1.34
**NFkB**			
**Ikbkg**	Inhibitor of kappa light polypeptide kinase β	−1.93	−3.06
**Ikbke**	Inhibitor of kappa light polypeptide kinase ε	−2.16	−2.18
**Sike 1**	Suppressor of Ikbke	−5.51	−6.40
**AP-1**			
**Fos**	FBJ osteosarcoma oncogene	7.91	3.95
**Jun**	Jun proto-oncogene	3.57	2.76
**Junb**	Jun B proto-oncogene	3.23	1.29
**Jund**	Jun D proto-oncogene	1.59	1.53
**Atf3**	Activating transcription factor 3	7.83	4.53
**Atf6**	Activating transcription factor 6	1.42	1.36
**Atf1**	Activating transcription factor 1	1.35	1.24
**Maff**	v-maf musculoaponeurotic oncogene homolog F	3.42	2.55
**Mafk**	v-maf musculoaponeurotic oncogene homolog K	3.42	2.75
**CREB**			
**Creb5**	cAMP-responsive element-binding protein 5	1.69	1.36
**Creb1**	cAMP-responsive element-binding protein 1	1.45	1.46
**p53**			
**Mdm2**	Mdm2 p53-binding protein homolog (mouse)	3.85	2.98
**EGR**			
**Egr1**	Early growth response 1	5.15	1.49
**OTHERS**			
**Sp1**	Sp1 transcription factor	2.00	1.50

Na^+^,K^+^-ATPase was inhibited for 6 hr by 3 mM ouabain or K^+^-free medium. Expression of other genes encoding members of HIF-1 (*Hif-1a, Hif-2a, Hif-3a*), NFκB (*p65, cRel, RelB, p50, p52, IκB*) as well as other hypoxia-inducible transcription factors (*p53, Sp3, Gata2, Stat5, Gadd153*) was not significantly changed.

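Regulators of transcription changed in both directions: the orphan nuclear receptor *Nr4a3* gained 2.04 in ouabain and 2.00 in K+-free medium on the log2 scale, and the zinc finger gene *Zfp40* fell by 2.03 in ouabain and fell by 2.38 in K+-free medium. *Fst*, which encodes the activin antagonist follistatin, rose by 2.46 and 2.12. Of the genes for DNA end repair, the polymerase *Polm* fell by 2.02 in ouabain and fell by 2.05 in K+-free medium, and the phosphodiesterase *Tdp1* fell by 2.27 in ouabain and fell by 1.83 in K+-free medium. All 5 genes had treated arrays apart from the controls. Tables 1 and 2 print 98 and 188 gene names, of which 90 and 147 have a probe set under that symbol or a listed synonym. Among the raised genes with a category, the 30 regulators of transcription and translation had median changes of 1.56 in ouabain and 1.96 in K+-free medium, and the 23 regulators of adhesion, proliferation, differentiation and death 1.64 and 2.12. For the 11 inflammatory genes the medians were 1.89 and 2.00, and for the 22 genes of other function 1.77 and 1.89. The lowered genes gave -1.77 and -1.82 for 33 transcription and translation genes, -1.64 and -1.82 for 30 adhesion to death genes, and -1.60 and -1.81 for 69 others. All passed the test in both treatments except *Tfip11*, 1 of the 30 lowered genes of adhesion to death. Since the study selected them by their change on these samples, the medians are not independent evidence.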

Although functional characterization is somewhat artificial – because genes are usually multifunctional and fall into several categories – we ascertained that both up- and down-regulated [Na^+^]_i_/[K^+^]_i_-sensitive transcriptomes were enriched with genes involved in transcription/translation, cell adhesion, migration, proliferation, differentiation and death (Tables 1 and 2, Fig. 5). We also noted that, among [Na^+^]_i_/[K^+^]_i_-sensitive genes, the relative content of transcription/translation regulators was ∼3–4-fold higher than in total mammalian genomes [32]. Keeping this in mind, we undertook an additional search for genes encoding HIF-1, AP-1, cyclic AMP response element-binding protein (CREB), nuclear factor kappa-B (NFκB), early growth response factors (EGR), i.e. major transcription factors involved in transcriptomic changes evoked by hypoxia (for review, see [33]). 

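Genes of the Jun and ATF families rose to different extents. *Junb* rose by 1.69 on the log2 scale in K+-free medium (adjusted p = 2.86e-08) and by 0.37 in ouabain (adjusted p = 0.00356), a call that ends with signals centred on *B2m* (0.22). *Jund* gained 0.67 under each treatment (adjusted p = 1.87e-06 and 1.75e-06). *Atf6*, a sensor of stress in the endoplasmic reticulum, rose by 0.34 in ouabain and 0.51 in K+-free medium, and *Atf1* by 0.43 and 0.32. On *B2m* the calls of *Atf6* in ouabain (0.18) and *Atf1* in K+-free medium (0.17) end. The 9 AP-1 genes of Table 3 all rose under both treatments, also when adjusted over the list alone, with medians of 1.35 (camera, adjusted p = 2.77e-05, and adjusted p = 0.158 with an estimated correlation) and 1.77 (adjusted p = 2.28e-06, and adjusted p = 0.107 with an estimated correlation). In K+-free medium 6 of them were higher than in ouabain (adjusted p = 0.00123, and adjusted p = 0.23 with an estimated correlation). Of the 10 other genes of Table 3, 7 rose and 3 fell under each treatment (medians 0.44 and 0.65, camera adjusted p = 0.347 and 0.134, the latter 0.0127 on *B2m*), and between the treatments 6 were higher and 1 lower in K+-free medium (adjusted p = 0.00482, and adjusted p = 0.223 with an estimated correlation). The study drew both sets from these samples, so they are not independent evidence. Immediate early genes at large, which mitogens induce without protein synthesis, include *Egr2* (0.71 in ouabain and 2.54 in K+-free medium) and *Egr3* (0.65 and 1.84). Of 28 measured, 13 of which stand in Table 1 and had been picked for their rise on these arrays, 24 rose and 2 fell under each treatment, as when adjusted over the list alone (medians 0.91 and 1.81; adjusted p = 1.59e-08 and 4.05e-11, and adjusted p = 0.162 and 0.109 with an estimated correlation). Without these 13 the medians are 0.57 and 0.81, a comparison chosen after the results were seen. Between the treatments 18 were higher and 1 lower (2 without ouabain 3) in K+-free medium (adjusted p = 3.1e-08, and adjusted p = 0.23 with an estimated correlation).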

Table 3 demonstrates that Na^+^,K^+^-ATPase inhibition resulted in augmented expression of genes encoding AP-1 and *Egr1* and down-regulation of genes encoding regulators of the NFkB- and p53-mediated signalling pathways. 

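*Creb1*, a factor activated by cyclic AMP and Ca2+ signals, rose by 0.55 on the log2 scale in ouabain and 0.53 in K+-free medium (adjusted p = 2.88e-05 and 3.44e-05). *Creb5* rose by 0.45 and 0.76. For *Sp1* the rise was 0.91 in K+-free medium (adjusted p = 0.00141) and 0.61 in ouabain (adjusted p = 0.0168, SD 0.38 among the ouabain arrays). The latter call ends with signals centred on *B2m* (0.45) and without control 3 (0.55), ouabain 1 (0.51) or ouabain 3 (0.48). Another probe set of *Sp1*, dimmer and with closer replicates, gave 0.58 in ouabain (adjusted p = 0.000109), 1.00 in K+-free medium (adjusted p = 1.16e-06) and a difference of 0.42 (adjusted p = 0.00258). Of the oxygen-regulated subunits, *Hif1a* rose in ouabain (0.40, adjusted p = 6.75e-05, but 0.25 and not past 1.2-fold on *B2m*) and stayed under 1.2-fold in K+-free medium (0.26, past it when centred on array medians, 0.27, or without control 1 or 2 or K+-free array 2 or 3, 0.27 to 0.29). *Epas1*, for HIF-2α, rose in K+-free medium (0.56, adjusted p = 3.11e-05) and not in ouabain (0.16, adjusted p = 0.0747), and *Hif3a* passed in neither (0.21 and 0.07). The difference between the treatments did not pass for *Hif1a* and passed for *Epas1* (0.40, adjusted p = 0.00106). *Gata2* showed 0.16 and 0.14, passing when quantile normalization was repeated (0.37 and 0.34). *Stat5a* (-1.23 and -0.44, the latter -0.25 and not past 1.2-fold with repeated quantile normalization) and *Stat5b* (-0.62 and -0.66), which relay cytokine signals, fell. *Ddit3*, the gene of GADD153, fell by 0.36 in ouabain (adjusted p = 0.000407) and showed 0.09 in K+-free medium. Of the 17 transcription factor genes considered in hypoxia by the study, 13 were measured: 2 rose and 4 fell in ouabain (median 0.13, mean -0.02, camera adjusted p = 0.801), and 7 rose and 2 fell in K+-free medium (median 0.53, adjusted p = 0.0021, and adjusted p = 0.107 with an estimated correlation), as when adjusted over the list alone, not independent evidence since the study chose them here. Apart from *Epas1*, the genes raised in K+-free medium encode NFκB subunits and inhibitors.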

We found less than 2-fold elevation of *Sp1, Creb1* and *Creb5* and lack of any impact of increment of the [Na^+^]_i_/]K^+^]_i_ ratio on the transcription of other hypoxia-inducible transcription factors: *Hif-1a, Hif-1b, Hif-2a, Hif-3a, p65, cRel, RelB, p50, p52, IκB, p53*, *Sp3, Gata2, Stat5, Gadd153*.

**Figure 5:**
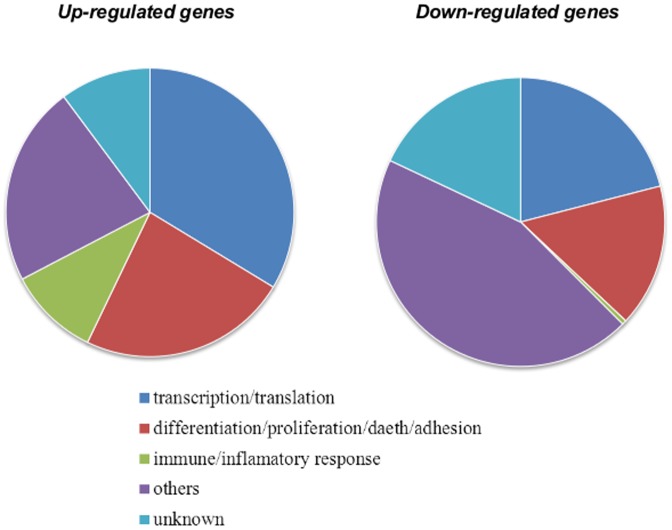
Distribution of up- and down- regulated [Na^+^]_i_/[K^+^]_i_-sensitive genes listed in Tables 2 and 3 among major functional categories.

### *In silico* search for subset of genes whose expression is affected both elevation of the [Na^+^]_i_/]K^+^]_i_ ratio and hypoxia

To select candidate genes for the investigation of relative impact of HIF-1α- and [Na^+^]_i_/[K^+^]_i_-mediated signaling triggered by hypoxia, we performed a comparative analysis of our results on the identification of [Na^+^]_i_/]K^+^]_i_-sensitive in RASMC and PubMed database for genes affected by hypoxia/ischemia. In Tables 1 and 2, [Na^+^]_i_/]K^+^]_i_-sensitive transcripts found in PubMed database as genes affected by hypoxia and/or ischemia are shown in **bold** with number of publications given in parentheses. Then, we performed and additional search [Na^+^]_i_/]K^+^]_i_- and hypoxia-sensitive genes in manuscripts investigated transcriptomic changes triggered by hypoxia/ischemia using the global gene expression profiling technology [12]-[14]; [16]; [17]. [Na^+^]_i_/[K^+^]_i_-sensitive genes found in these papers are *italicized* in Tables 1 and 2. These two approaches led us to conclusion that relative percentages of hypoxia-sensitive genes among up- and down-regulated [Na^+^]_i_/[K^+^]_i_-sensitive genes were ∼40% and 12%, respectively, i.e. much higher than predicted from random distribution in the rat genome of 280 [Na^+^]_i_/[K^+^]_i_-sensitive genes and 60 hypoxia-sensitive genes annotated in Tables 1 and 2.

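Genes known to respond to hypoxia moved in both directions in normoxic cells. *Adm*, which encodes the vasodilator adrenomedullin, rose by 1.51 on the log2 scale in ouabain and 2.99 in K+-free medium, the prolyl hydroxylase *Egln3* by 1.10 and 2.84, and hexokinase *Hk2* by 1.65 and 1.24. In contrast, *Pfkfb4*, a regulator of glycolysis, fell by 1.51 in ouabain and fell by 1.32 in K+-free medium. Among 38 canonical HIF-1 targets, 13 rose, 6 fell and 19 did not pass in ouabain, and 13 rose, 8 fell and 17 did not pass in K+-free medium, the same when adjusted over the list alone (medians 0.14 and 0.08, camera adjusted p = 0.0975 and 0.178). In ouabain the test is passed after repeated quantile normalization (adjusted p = 0.0405), centring on *B2m* (adjusted p = 0.0387) or removal of ouabain 3 (adjusted p = 0.0493), and in K+-free medium on *B2m* (adjusted p = 0.0481). Centred on *B2m*, however, the falls number 10 in ouabain and 14 in K+-free medium. Between the treatments 7 were higher and 9 lower in K+-free medium, the median being -0.03 and the mean 0.05 (adjusted p = 0.992). Of the HIF-1α-sensitive controls that the study follows, *Vegfa* rose by 0.35 and 0.83 (the former 0.19 and not past 1.2-fold on *B2m*) and *Edn1* by 0.45 and 1.40. As a pair chosen by the study and not independent evidence, they gave camera adjusted p = 0.0976 in ouabain, adjusted p = 0.0197 in K+-free medium (adjusted p = 0.107 with an estimated correlation) and adjusted p = 0.00474 between the treatments (adjusted p = 0.126 with an estimated correlation). Genes printed in bold or italics had probe sets for 55 names in Table 1 and 30 in Table 2, and 55 and 29 passed in the stated direction under both treatments. In K+-free medium the medians for bold, italic and unmarked names were 1.97, 2.14 and 1.98 in Table 1 and -1.76, -1.78 and -1.82 in Table 2.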

### Role of HIF-1α- and [Na^+^]_i_/[K^+^]_i_-mediated signaling

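*Cyp1a1*, which encodes a cytochrome P450 that oxidises polycyclic hydrocarbons, went from a log2 signal of 8.12 (SD 0.14) in control cells to 12.09 (SD 0.044) in ouabain and 11.96 (SD 0.064) in K+-free medium. *Fos*, a partner in AP-1, rose by 1.98 in ouabain (adjusted p = 1.55e-07) and 2.98 in K+-free medium (adjusted p = 6.98e-09), and the stress factor *Atf3* by 2.18 and 2.97 (adjusted p = 1.15e-07 and 1.08e-08). For *Klf10*, a zinc finger factor induced by TGFβ, the rise was 2.03 and 2.84, for the nuclear receptor *Nr4a1* 2.22 and 2.32, and for *Hes1*, a repressor downstream of Notch, 1.56 and 2.16. The prostaglandin synthase gene *Ptgs2* gained 1.89 and 2.51. The clock gene *Per2* gained 2.45 and 2.29. Every treated array lay above every control array for all 8 genes, and adjusted p-values were 1.55e-07 or lower. *Cyp1a1*, *Nr4a1* and *Per2* showed no difference between the treatments that passed the test, whereas the other 5 stood higher in K+-free medium. Together they had a median rise of 2.11 in ouabain (camera, adjusted p = 2.91e-07, and adjusted p = 0.136 with an estimated correlation) and 2.67 in K+-free medium (adjusted p = 9.55e-08, and adjusted p = 0.0668 with an estimated correlation), all 8 also when adjusted over the list alone, and a median difference of 0.61 between the treatments (adjusted p = 0.00618, and adjusted p = 0.23 with an estimated correlation). The study picked them for their rise on these arrays, so the medians are not independent evidence.

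**Figure D2:**
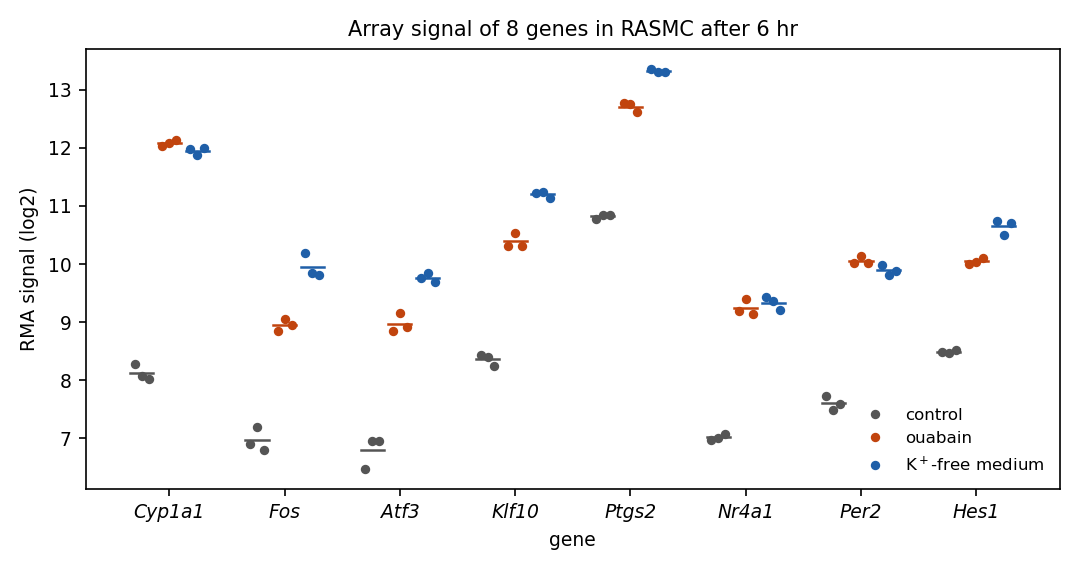
Log2 RMA signal of 8 genes on each of the 9 arrays (points, 3 per condition) with the mean of each condition (bars). The control points of every gene lie below its ouabain and K+-free points.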

For further investigations, we selected *Cyp1a1, Fos, Atf3, Klf10, Ptgs2, Nr4a1, Per2* and *Hes1*, i.e. genes possessing the highest increments of expression under sustained Na^+^,K^+^-ATPase inhibition and whose implication in the pathogenesis of hypoxia was proved in previous studies. Thus, FOS and ATF3, together with JUN, form dimeric transcription factor AP-1 whose augmented expression was documented in all types of cells subjected to hypoxia [33]. *Ptgs2* encodes an inducible isoform of cyclooxygenase-2 (COX-2) whose role in the pathophysiology of hypoxia is well-documented [34]. *Klf10* is a Kruppel-like zinc-finger transcription factor family member involved in hypoxia-dependent angiogenesis via COX-1 activation [35]. Nerve growth factor IB, also known as *Nur77* or *Nr4a1*, is the nuclear receptor of transcription factors stabilizing HIF-1α, which increases its transcriptional activity [36]. *Hes1* is the basic helix-loop-helix transcription factor whose expression is sharply augmented after ischemic renal failure [37]. The core circadian oscillator is composed of a transcription-translation feedback loop in which *Clock* and *Bmal1* are positive regulators, and *Per1, Per2, Cry1* and *Cry2* act as negative regulators [38]. It has been shown that *Per2* promotes circadian stabilization of HIF-1α activity that is critical for myocardial adaptation to ischemia [39]; [40]. *Cyp1a1* encodes a cytochrome P450 family member and its expression is mediated by HIF-1β [44]. Vascular endothelial growth factor (*Vegfa*) and endothelin (*Edn1*) were chosen as positive controls for canonical HIF-1α-sensitive genes.

To examine the relative impact of HIF-1α-mediated and [Na^+^]_i_/[K^+^]_i_-dependent signaling, we compared the effects of hypoxia and ouabain on expression of the above-listed selected genes in control high-Na^+^, low-K^+^ medium, after dissipation of the transmembrane gradients of monovalent cations in high-K^+^, low-Na^+^ medium and in cells transfected with *Hif-1a* siRNA. As demonstrated in other cell types studied so far [22]; [41], hypoxia slightly augmented *Hif-1a* mRNA (Table 4) and increased immunoreactive HIF-1α protein content by ∼5-fold (Fig. 6). RASMC transfection with *Hif-1a* siRNA but not with scrambled siRNA decreased *Hif-1a* expression by ∼3-fold and sharply attenuated the rise in HIF-1α protein triggered by hypoxia (Fig. 6). Ouabain increased baseline *Hif-1a* mRNA by ∼50% (Table 4) and slightly curbed HIF-1α protein content (Fig. 6). Confirming previous observations [10], hypoxia increased *Vegfa* and *Edn1* mRNA content by 12- and 4-fold, respectively (Table 5). Transfection with *Hif-1a* siRNA decreased hypoxia-dependent increments of *Vegfa* and *Edn1* mRNA by ∼4- and 2-fold, respectively (Fig. 6). Ouabain did not significantly affect *Vegfa* and augmented *Edn1* mRNA by 2.5-fold. Dissipation of the transmembrane gradients of monovalent cations in low-Na^+^, high-K^+^ medium did not alter the expression of *Vegfa* triggered by hypoxia and decreased *Edn1* mRNA by 2-fold. Viewed collectively, these data strongly support the efficacy of Hif1α-siRNA function.

**Figure 6:**
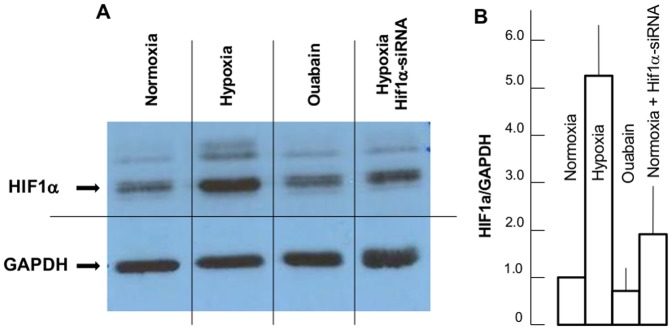
**A**. Representative Western blots of HIF-1α and GAPDH in RASMC subjected to 24-hr incubation under control conditions (normoxia), hypoxia/glucose deprivation, 3 mM ouabain or hypoxia/glucose deprivation in cells transfected with *Hif-1α* siRNA. **B**. Effect of hypoxia/glucose deprivation and ouabain on relative content of HIF-1α protein in RASMC. The HIF-1α/GAPDH ratio in control conditions was taken as 1.00. Data obtained in 3 independent experiments are reported as means ± S.E.

**Table 4:** Effect of high-K^+^, low-Na^+^ medium and *Hif-1α* siRNA on gene expression triggered by hypoxia and ouabain.

Gene	Cell treatment											
symbol	Control (High-Na^+^, low-K^+^)			Low-Na^+^, high-K^+^			Scrambled siRNA			HIF-1α siRNA		
	*normoxia*	*hypoxia*	*ouabain*	*normoxia*	*hypoxia*	*ouabain*	*normoxia*	*hypoxia*	*ouabain*	*normoxia*	*hypoxia*	*ouabain*
**Hif-1a**	1.00	1.88  11	1.56  18	0.8  8	1.25  5	1.06  21	0.89  14	1.47  13	1.11  9	0.31  4	0.26  4	0.22  5
**Vegfa**	1.00	12.67  248	1.43  16	1.42  7	14.53  168	1.11  18	0.77  13	11.19  98	1.08  6	0.89  21	3.12  5	1.36  23
**Edn1**	1.00	4.11  39	2.45  11	1.07  8	2.85  26	0.87  16	1.14  22	4.89  54	2.66  17	1.14  9	1.89  44	2.46  2
**Cypa1**	1.00	0.43  4	8.94  111	1.33  22	0.39  7	1.76  25	0.95  15	0.38  6	10.25  211	0.77  21	0.40  4	13.17  311
**Fos**	1.00	4.12  41	5.21  16	1.99  29	2.02  17	1.65  28	0.87  17	5.11  48	5.07  12	1.12  18	4.01  38	4.77  29
**Atf3**	1.00	7.16  53	5.02  65	2.19  3	3.13  4	2.02  17	1.07  28	6.92  58	5.00  82	0.98  9	3.12  3	5.14  37
**Klf10**	1.00	5.02  66	4.06  44	1.19  1	2.18  4	1.33  31	1.07  9	3.87  36	4.56  42	1.26  18	3.03  51	3.82  34
**Ptgs2**	1.00	5.14  77	9.87  138	2.12  42	1.88  19	1.98  31	1.23  7	6.11  1	9.67  132	0.92  13	4.91  57	9.16  49
**Nr4a1**	1.00	6.11  79	6.15  71	1.36  12	2.60  39	1.71  44	0.91  6	3.15  21	7.11  155	0.92  19	2.91  46	7.06  79
**Per2**	1.00	3.02  36	6.18  14	0.98  18	1.48  2	1.38  17	1.27  19	3.37  28	5.82  7	1.06  19	3.00  32	7.59  131
**Hes1**	1.00	1.72  46	3.48  33	1.56  18	2.09  28	1.89  22	0.87  9	1.30  27	3.22  43	1.16  23	1.03  15	4.09  58

Control non-transfected RASMC or RASMC transfected with scrambled or *Hif-1α* siRNA were exposed to hypoxia/glucose deprivation or 3 mM ouabain in control or low-Na^+^, high-K^+^ medium for 24 hr and RNAs content of genes listed in the left column was quantified by real-time quantitative RT-PCR as described in Methods. Means ± S.E. obtained in 3 independent experiments performed in triplicate are shown. Mean values for cells incubated in control medium under normoxic conditions were taken as 1.00.

**Table 5:** Primer sequences for RT-PCR.

Gene symbol	Forward primers	Reverse primers
**Atf3**	TGTCAGTCACCAAGTCTGAGGT	CAGTTTCTCTGACTCCTTCTGC
**Cyp1a1**	ATTTGAGAAGGGCCACATCC	AAACCCAGCTCCAAAGAGGT
**Edn1**	AAAGAACTCCGAGCCCAAAG	CTGATGGCCTCCAACCTTC
**Fos**	GAGCAGCTATCTCCTGAAGAGG	TGATCTGTCTCCGCTTGGA
**Hes1**	CAAACCAAAGACAGCCTCTGA	ATGCCGGGAGCTATCTTTCT
**Hif1a**	AAAGCTCACCTGAGCCTAACA	TGTCCTGAGCTGAAAATGGA
**Klf10**	TCTGTAGCCACCCAGGATGT	GGACAGTTCATCGGAACGAG
**Nr4a1**	GATGCCTCCCCTACCAATCT	GTCACCGGCATCTTCCTTT
**Per2**	GCAGGTGAAGGCTAATGAGG	CACAGCAAACATGTCCGAGT
**Ptgs2**	GGCCATGGAGTGGACTTAAA	TGTCTTTGACTGTGGGAGGA
**Vegfa2**	CATGCGGATCAAACCTCAC	TGGCTTTGTTCTATCTTTCTTTGG

Dissipation of the transmembrane gradients of monovalent cations completely suppressed increments of *Fos, Atf3, Ptgs2* and *Per2* mRNA and sharply diminished elevations of *Klf10, Edn1, Nr4a1* and *Hes1* expression seen in hypoxic conditions (Fig. 7). Consistent with data obtained in other cell types, including human VSMC [42]; [43], hypoxia increased *Fos, Atf3, Klf10, Ptgs2, Nr4a2, Per2* and *Hes1* expression from 2- to 6-fold (Fig. 7). Transfection with *Hif-1a* siRNA decreased *Klf10* and *Nr4a* mRNA increments evoked by hypoxia by ∼2-fold but did not affect hypoxia-induced *Fos, Atf3, Ptgs2* and *Per2* expression. In contrast to the other genes listed in Table 4, hypoxia decreased *Cyp1a1* mRNA by 2-fold in concordance with attenuated *Cyp1a1* expression in the human microvasculature subjected to hypoxia [44]. The expression of all 8 tested genes was heightened from 3- to 10-fold in the presence of ouabain. These increments were completely abolished under dissipation of the transmembrane gradients of monovalent cations in low-Na^+^, high-K^+^ medium. In contrast to low-Na^+^, high-K^+^ medium, transfection with *Hif-1a* siRNA did not affect the expression of these genes in ouabain-treated RASMC (Table 4). Dissipation of the transmembrane gradient of monovalent cations completely inhibited increments of *Fos, Atf3, Ptgs2* and *Per2* mRNA and sharply diminished elevation of *Klf10, Edn1, Nr4a1* and *Hes1* expression seen in hypoxic conditions (Fig. 7).

**Figure 7:**
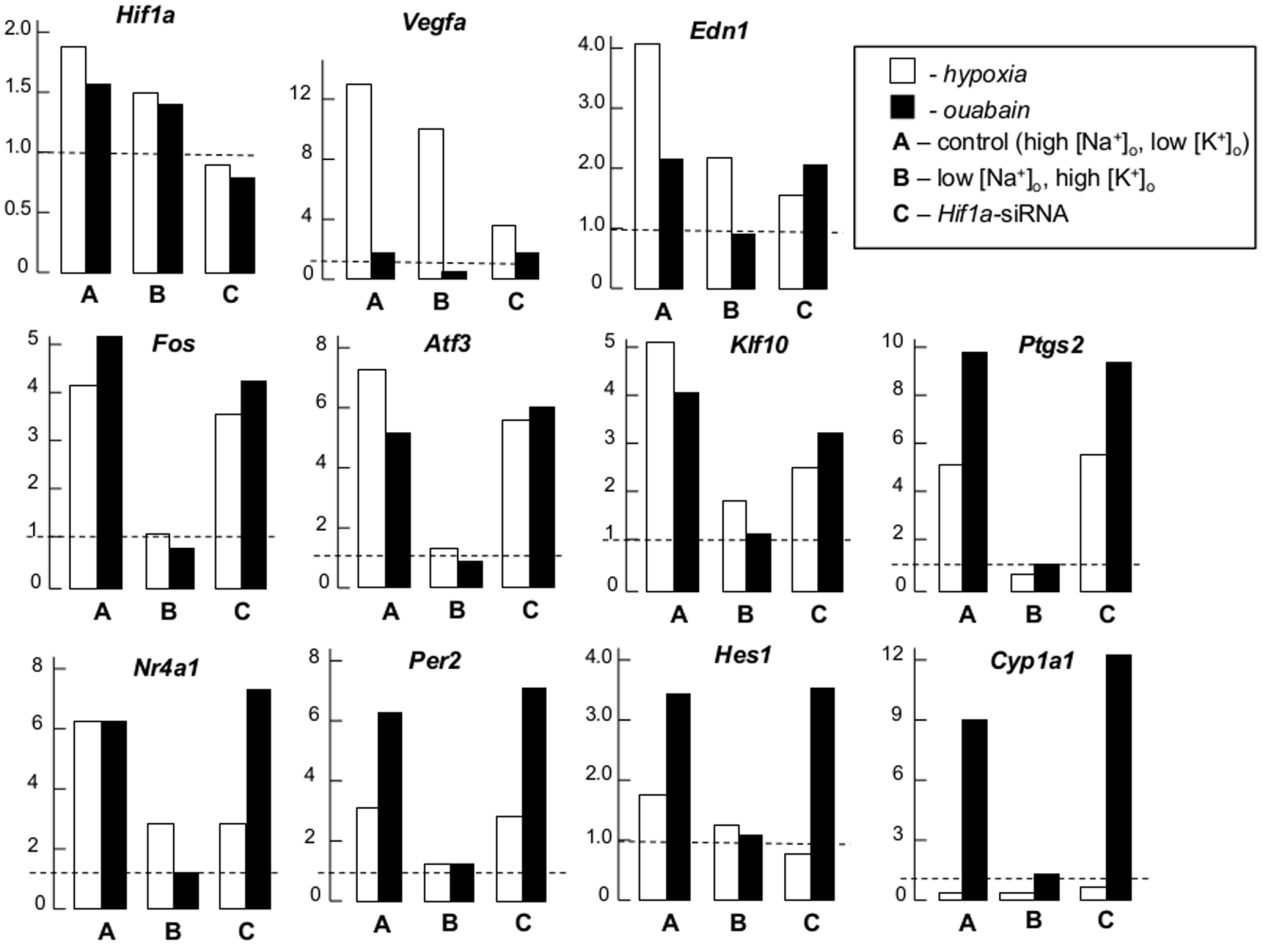
Effect of hypoxia and ouabain on gene expression in RASMC. Cells were exposed to normoxia, hypoxia/glucose deprivation or 3 mM ouabain for 24 hr in control high-Na^+^, low-K^+^ medium (**A, C**), or high-K^+^, low-Na^+^ medium (**B**). In some experiments, RASMC were transfected with *Hif-1α* siRNA (**C**). mRNA content in normoxia was taken as 1.00 and shown by broken lines. For more details, see figure 4 legend.

### Localization of (A/G)CGTG hypoxia response elements within 5′-UTR

Several research teams reported that HIF-1α regulates gene expression in ischemic tissues via interaction of HIF-1α/HIF-1β heterodimer with HREs containing (A/G)CGTG consensus in promoter/enhancer regions of the target gene's DNA such as VEGFA [45] and EDN1 [46]. Considering this, we employed SCOPE service (Suite for Computational Identification of Promoter Elements): http://genie.dartmouth.edu/scope/ [47] for the search of (A/G)CGTG consensus within 5′-untranslated regions (5′-UTR) of [Na^+^]_i_/[K^+^]_i_-sensitive genes listed in Table 4. Using this approach we found numerous (A/G)CGTG sequences within 5′-UTR encoding canonical HIF-1-sensitve genes (*Edn1 and Vegfa*) as well as all [Na^+^]_i_/[K^+^]_i_-sensitive genes listed in Table 4. Importantly, we failed to find any fixed position for this consensus within 10,000 bp 5′-UTRs of HIF1α-sensitive vs HIF1α-resistant genes (Fig. 8). Moreover, we observed that in several [Na^+^]_i_/[K^+^]_i_-sensitive genes proximal 1,500 bp segments of 5′-UTRs are more abundant with (A/G)CGTG sequence as compared to canonical HIF-sensitive transcripts (Fig. 9). Thus, 1,500 bp 5′-UTRs of *Atf3* and *Edn1* contains 8 and 3 (A/G)CGTG sequences. This observation is also confirmed by Sig Value parameter having a value of 28.4 for 1500 bp 5′-UTRs of genes listed in Table 5. If the search is not restricted to positions of 1500 bp, Sig Value is negative indicating the absence of predictive capabilities for the consensus sequence.

**Figure 8:**
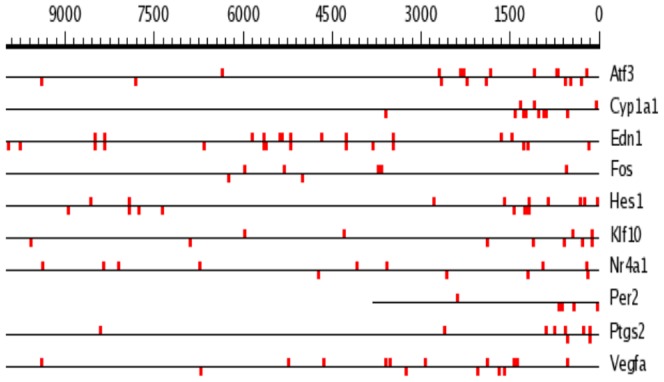
Position of (A/G)CGTG consensus within 10,000 bp 5′-UTR of genes listed in Table 5.

**Figure 9:**
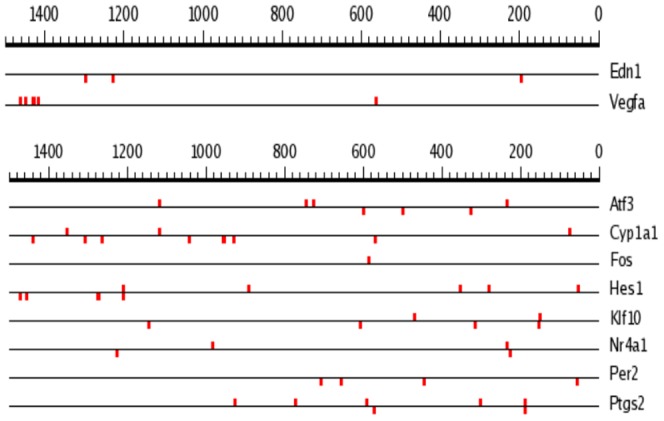
Position of (A/G)CGTG consensus within 1,500 bp 5′-UTR of genes listed in Table 5.

## Discussion

HIF-1α the sole known oxygen sensor, regulates gene expression in ischemic tissues via interaction of HIF-1α/HIF-1β heterodimer with HREs in promoter/enhancer regions of the target gene's DNA [19]–[22]. Our investigation demonstrates, for the first time, that [Na^+^]_i_/[K^+^]_i_-sensitive excitation-transcription coupling contributes to the transcriptomic changes triggered by hypoxia independently of HIF-1α-mediated signaling. Evidences supporting this conclusion are listed below.

*First*, elevation of the [Na^+^]_i_/[K^+^]_i_ ratio evoked by 6-hr inhibition of Na^+^,K^+^-ATPase by ouabain or K^+^-free medium resulted in differential expression of more than 6,000 transcripts (Fig. 3). 

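Most changes at 6 hr were small. *Slc12a2*, the Na+,K+,2Cl- cotransporter gene, is an example: it rose by 0.78 on the log2 scale in ouabain (adjusted p = 1.89e-07) and 0.68 in K+-free medium (adjusted p = 4.4e-07), whereas *Tmem177*, for a mitochondrial membrane protein, lay at the far end with -2.90 and -2.44. Neither gene had treated arrays within the control range. The median size of a change past the test was 0.53 in ouabain and 0.55 in K+-free medium. Beyond 2-fold lay 354 rises and 1078 falls in ouabain, and 559 and 1123 in K+-free medium. Beyond 3-fold these were 88 and 230, and 197 and 220. Large falls thus outnumbered large rises, by more in ouabain. Probe sets with 1 gene symbol passed in 39.3% (ouabain) and 40.9% (K+-free medium) of cases, and those without a symbol in 24.4% and 25.4%.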

The list of [Na^+^]_i_/[K^+^]_i_-sensitive genes whose expression changed by more than 3-fold (Tables 1 and 2) is abundant with genes whose differential expression was reported to be affected by hypoxia or ischemia/reperfusion.

*Second*, 24-hr maintenance of RASMC under hypoxic, glucose-depleted conditions resulted in ∼3-fold elevation of [Na^+^]_i_ and 2-fold attenuation of [K^+^]_i_ (Fig. 2). Previously, it was shown that transient ischemia of cardiac myocytes increased [Na^+^]_i_ from 5-8 to 25–40 mM and decreased [K^+^]_i_ by 30% [48]. Augmentation of the [Na^+^]_i_/[K^+^]_i_ ratio observed in hypoxic RASMC is probably caused by attenuation of intracellular ATP content (Fig. 2) that, in turn, leads to partial inhibition of Na^+^,K^+^-ATPase.

*Third*, RASMC transfection with *Hif-1a* siRNA curbed the increment of HIF-1α protein as well as *Vegfa, Edn1, Klf10* and *Nr4a1* mRNA triggered by ischemia (but did not significantly affect the ∼7-, 5-, 4- and 3-fold elevation of *Atf3, Ptgs2, Fos* and *Per2* expression documented in hypoxic cells (Figs. 6 and 7, Table 4).

*Fourth*, unlike *Hif-1a* siRNA, dissipation of the transmembrane gradients of monovalent cations in low-Na^+^, high-K^+^ medium abolished the increase of *Fos, Atf3, Ptgs2* and *Per2* mRNA and sharply decreased *Klf10, Edn1, Nr4a1* and *Hes1* expression evoked by hypoxia. Significantly, low-Na^+^, high-K^+^ medium completely abrogated elevation of the [Na^+^]_i_/[K^+^]_i_ ratio (Fig. 2) as well as increments of the expression of all investigated genes seen in ouabain-treated RASMC (Table 4, Fig. 7).

Viewed collectively our results demonstrate the dominated role of [Na^+^]_i_/[K^+^]_i_-mediated excitation-transcription coupling in overall transcriptomic changes triggered by ischemic conditions. It was shown that in ischemic tissues HIF-1α increases expression of *Vegfa* and *Edn1* via interaction of HIF-1α/HIF-1β heterodimer with hypoxia response elements (HRE) encoding by 5′-UTR (A/G)CGTG consensus [45]; [46]; [49]. We noted that side-by-side with *Hif-1a* siRNA-sensitive *Vegfa* and *Edn1*, 5′-UTRs of *Hif-1a* siRNA-resistant *Atf3, Ptgs2, Fos* and *Per2* are also abundant with (A/G)CGTG sequences (Fig. 8 and 9). Therefore, the presence of (A/G)CGTG consensus within 5′-UTR is not sufficient alone to predict HIF-1-mediated mechanism of gene expression regulation in hypoxic conditions.

Side-by-side with HIF-1α protein accumulation, hypoxia triggers the expression of other transcription factors listed in Table 3 and reviewed by Cummins et al. [33]). Do these transcription factors contribute to [Na^+^]_i_/[K^+^]_i_-mediated transcriptomic changes evoked by hypoxia? We found a negligible impact of Na^+^,K^+^-ATPase inhibition on *Hif-1β* expression and 2-fold elevation of mRNA encoding aryl hydrocarbon receptors for dioxins, benzopyrenes and other environmental pollutions (AhR) (Table 3). It was shown that, in addition to HIF-1α, HIF-1β forms a dimer with AhR [50] that leads to similar expression levels of the P450 isoforms CYP1A1 and CYP1B1 via binding of AhR/HIF-1β complex to the TNGCGTG consensus sequence in xenobiotic-responsive elements [44]; [51]. However, the involvement of this regulatory pathway in the expression of [Na^+^]_i_/[K^+^]_i_-sensitive genes seems unlikely. Indeed, we observed very modest elevation of *Cyp1b1* expression elicited by ouabain and K^+^-free medium (1.41- and 1.54-fold, respectively), in contrast to the ∼15-fold increase of *Cyp1a1* expression (Table 1). 

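*Ahr*, the receptor gene for dioxins, had a log2 signal of 11.01 in control cells (SD 0.039) and rose by 0.43 in ouabain (SE 0.051, adjusted p = 3.41e-05) and 0.98 in K+-free medium (adjusted p = 4.34e-08), all treated arrays lying above all controls and the K+-free arrays above those of ouabain. The rise in K+-free medium amounts to 1.97-fold and that in ouabain to 1.34-fold. *Arnt*, which encodes HIF-1β, the partner of the receptor, gained 0.31 in ouabain (adjusted p = 0.000231) and 0.35 in K+-free medium (adjusted p = 7.56e-05), just beyond 1.2-fold. Both calls of *Arnt* end with signals centred on *B2m* (0.16 and 0.19), and that in ouabain also after centring on housekeeping genes (0.25) or repeated quantile normalization (0.25).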

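Targets of the aryl hydrocarbon receptor did not move together. *Cyp1a1* was 15.6-fold above control in ouabain (adjusted p = 4.36e-10) and 14.2-fold in K+-free medium (adjusted p = 4.56e-11), whereas the related *Cyp1b1*, expressed at a high log2 signal of 13.32 in control cells, rose 1.41-fold (adjusted p = 4.35e-05) and 1.54-fold (adjusted p = 5.62e-06). No treated array of either gene lay within the control range. The quinone reductase gene *Nqo1* fell by 0.33 on the log2 scale in ouabain and by 2.18 in K+-free medium (difference -1.85, adjusted p = 6.07e-09). The receptor's own repressor *Ahrr* showed -0.11 in ouabain and 0.23 in K+-free medium, neither past the test, the latter passing after repeated quantile normalization (0.28). Of 6 such targets measured, 2 rose and 1 fell under each treatment, as when adjusted over the list alone (medians 0.16 and 0.22, camera adjusted p = 0.266 and 0.249); 1 was higher and 1 lower in K+-free medium than in ouabain (adjusted p = 0.637).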

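*Nfkbia*, the IκBα gene and itself an NFκB target, rose by 1.09 on the log2 scale in ouabain (adjusted p = 5.21e-08) and 2.77 in K+-free medium (SE 0.056, adjusted p = 8.55e-11). In K+-free medium the p105 and p50 gene *Nfkb1* rose by 1.67 (adjusted p = 1.93e-09), the p100 and p52 gene *Nfkb2* by 1.58 (adjusted p = 1.54e-08) and the p65 gene *Rela* by 0.53 (adjusted p = 2.66e-05). The other inhibitor genes, *Nfkbie* and *Nfkbib*, rose there by 2.42 and 0.86. For these 6 genes every K+-free array exceeded every control array. Ouabain gave another picture. *Nfkb1* (0.13, adjusted p = 0.0821), *Rela* (-0.16, adjusted p = 0.0547), *Nfkbie* (0.12) and *Nfkbib* (0.21) did not pass, and *Nfkb2* fell (-0.39, adjusted p = 0.000842). Scaling matters for these small values: repeated quantile normalization ends the call of *Nfkb2* (-0.20) and brings *Nfkbie* (0.32) and *Nfkbib* (0.26) past the limits, while on *B2m* *Rela* passes as a fall (-0.31). The difference between the treatments passed for each of the 6, from 0.66 (*Nfkbib*) to 2.30 (*Nfkbie*). No probe set carries the symbols *Rel* or *Relb* alone here.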

We did not find any changes in mRNAs encoding regulatory (*p65, cRel, RelB, p50, p52)* and inhibitory (*IκB*) subunits of NFκB. *Ikbkg* and *Ikbke* encode kinases that phosphorylate IkB, causing its dissociation and activation of NFkB-mediated transcription, whereas SIKE1 interacts with *Ikbke* and inhibits it [52]. Both *Ikbkg/Ikbke* and *Sike1* expression was decreased up to 5-fold by ouabain and K^+^-free medium (Table 3). Thus, the final outcome of elevation of the [Na^+^]_i_/[K^+^]_i_ ratio on the activity of this regulatory pathway remains unknown. 

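*Ikbkg* encodes NEMO, the scaffold of the IκB kinase complex, and fell by 1.61 on the log2 scale in ouabain (SE 0.058, adjusted p = 5.42e-09) and by 0.95 in K+-free medium (adjusted p = 1.4e-07). The related kinase gene *Ikbke* fell by 1.50 in ouabain (adjusted p = 5.14e-09) and by 1.11 in K+-free medium (adjusted p = 2.47e-08). *Sike1*, whose product restrains IKKε, fell further in K+-free medium (-2.46, adjusted p = 1.36e-10) than in ouabain (-0.95, adjusted p = 9.04e-08), a difference of -1.51 (adjusted p = 1.52e-08). In fold terms *Ikbkg* was lowered 3.06-fold and 1.93-fold, *Ikbke* 2.83-fold and 2.16-fold, and *Sike1* 1.94-fold and 5.51-fold, in ouabain and K+-free medium. For each gene and treatment, all treated arrays lay below all control arrays.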

MDM2 is a major negative regulator of p53. 

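*Mdm2*, the ubiquitin ligase gene that p53 induces and that limits p53, rose from a log2 signal of 10.37 (SD 0.04) by 1.57 in ouabain (SE 0.049, adjusted p = 2.78e-09) and 1.95 in K+-free medium (adjusted p = 4.11e-10), 2.98-fold and 3.85-fold. Other genes that p53 induces rose with it: the kinase *Plk3* by 1.64 and 2.14, the apoptosis-enhancing nuclease *Aen* by 1.63 and 1.66, the pore-forming *Bax* by 1.63 and 1.23, and *Gadd45a*, which halts the cell cycle, by 1.10 and 2.40, with no overlap between treated and control arrays. Of 20 such genes measured, 12 rose under each treatment, 3 fell in ouabain and 4 in K+-free medium, as when adjusted over the list alone (medians 0.64 and 1.17). Camera gave adjusted p = 0.00223 and 0.0004, and with an estimated correlation adjusted p = 0.136 and 0.0668. Table 1, picked by change on these arrays, prints 4 of the 20, which were left in. Between the treatments 8 were higher and 3 lower in K+-free medium (adjusted p = 0.0385, and adjusted p = 0.223 with an estimated correlation), a call that repeated quantile normalization (adjusted p = 0.0658), centring on housekeeping genes (adjusted p = 0.0514), leaving out dim probe sets (adjusted p = 0.0834) or leaving out ouabain 3 (adjusted p = 0.0609) also ends.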

Elevation of the [Na^+^]_i_/[K^+^]_i_ ratio increased *Mdm2* expression by ∼3-fold (Table 3), suggesting inhibition of p53 transcription rather than activation detected in hypoxia [53]. We observed that 6-hr inhibition of the Na^+^,K^+^-ATPase resulted in 2–3-fold attenuation of mRNAs encoding AMP-activated protein kinase (AMPK) regulatory subunits *Prkag1* and *Prag2* (Table 2). These data suggest that elevation of the [Na^+^]_i_/[K^+^]_i_ ratio attenuates rather than activates AMPK whose augmented activity was detected in hypoxic cells [53]; [54].

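*Prkag1*, one of the γ subunit genes through which AMPK senses AMP, fell by 0.74 on the log2 scale in ouabain (SE 0.056, adjusted p = 8.73e-07) and by 1.63 in K+-free medium (adjusted p = 2.54e-09), or 1.67-fold and 3.09-fold, with a difference of -0.89 between the treatments (adjusted p = 1.15e-06). *Prkag2*, the gene printed as *Prag2*, fell by 1.38 (adjusted p = 1.05e-08) and fell by 1.68 (adjusted p = 2.06e-09), 2.61-fold and 3.2-fold. The β subunit *Prkab1*, which anchors the complex, fell less, by 0.43 and 0.57. Treated and control arrays did not overlap for these 3 genes. Among the 7 AMPK subunits measured, 2 rose and 4 fell in ouabain and 1 rose and 3 fell in K+-free medium, as when adjusted over the list alone. The rises in ouabain disappear after repeated quantile normalization or centring on housekeeping genes or *B2m* (0 under each), and 1 rises there without control 2, control 3 or ouabain 3. In K+-free medium 2 rise without K+-free array 1 and 0 on *B2m*. Over the 7 the medians were -0.32 and -0.14 (camera adjusted p = 0.266 and 0.27).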

Previously, we demonstrated that 3-hr inhibition of Na^+^,K^+^-ATPase in RASMC by ouabain and K^+^-free medium augmented *Egr1* by ∼5 and 7-fold, respectively [26]. 

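*Egr1*, an immediate early gene of growth factor and stress signalling, had a log2 signal of 10.32 (SD 0.0091) in control cells at 6 hr, 10.90 (SD 0.13) in ouabain and 12.69 (SD 0.067) in K+-free medium. The rise was 1.49-fold in ouabain (adjusted p = 3.69e-05) and 5.15-fold in K+-free medium (adjusted p = 8.73e-10), so that K+-free medium exceeded ouabain by 1.79 on the log2 scale (SE 0.069, adjusted p = 2.7e-08). No array of 1 condition lay within the range of another. The arrays hold a single time point, 6 hr.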

Prolongation of incubation time up to 6 hr decreased the increments of *Egr1* mRNA (Table 3), suggesting transient activation of this transcription factor. 

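The AP-1 gene *Jun*, the main partner of *Fos*, rose by 1.47 on the log2 scale in ouabain (SE 0.052, adjusted p = 5.14e-09) and by 1.84 in K+-free medium (adjusted p = 7.67e-10). Among the small Maf genes, whose products lack a transactivation domain, *Maff* rose by 1.35 and 1.77 (adjusted p = 1.19e-07 and 1.42e-08) and *Mafk* by 1.46 and 1.78 (adjusted p = 2e-08 and 4.1e-09). Treated arrays of all 3 genes lay above the controls. *Fos* and *Atf3* increased 3.95-fold and 4.53-fold in ouabain and 7.91-fold and 7.83-fold in K+-free medium.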

We also documented activation of the transcription factor AP-1, indicated by up to 8-fold augmentation of mRNAs encoding its major subunits, including *Fos, Jun, Atf3, Maff and Mafk* (Table 3). These data show that AP-1 and Egr1 are major hypoxia-inducible transcriptions factors that are also activated by elevation of the [Na^+^]_i_/[K^+^]_i_ ratio. Yan and co-workers reported that hypoxia triggered Egr1 in cultured hepatoma-derived cells deficient in HIF-1β [55]. We state here that Fos mRNA accumulation triggered by ouabain occurs in HIF-1α-deficient RASMC (Table 4), indicating that that both the Egr1 and AP-1 pathways are initiated in response to oxygen deprivation independently of HIF-1. As an alternative hypothesis, we propose that activation of *Egr1*, AP-1 and other *Hif-1α* siRNA-resistant genes listed in Table 4 in hypoxic cells is mediated by ATP depletion, Na^+^,K^+^-ATPase inhibition and dissipation of the transmembrane gradients of monovalent cations (Fig. 10).

**Figure 10:**
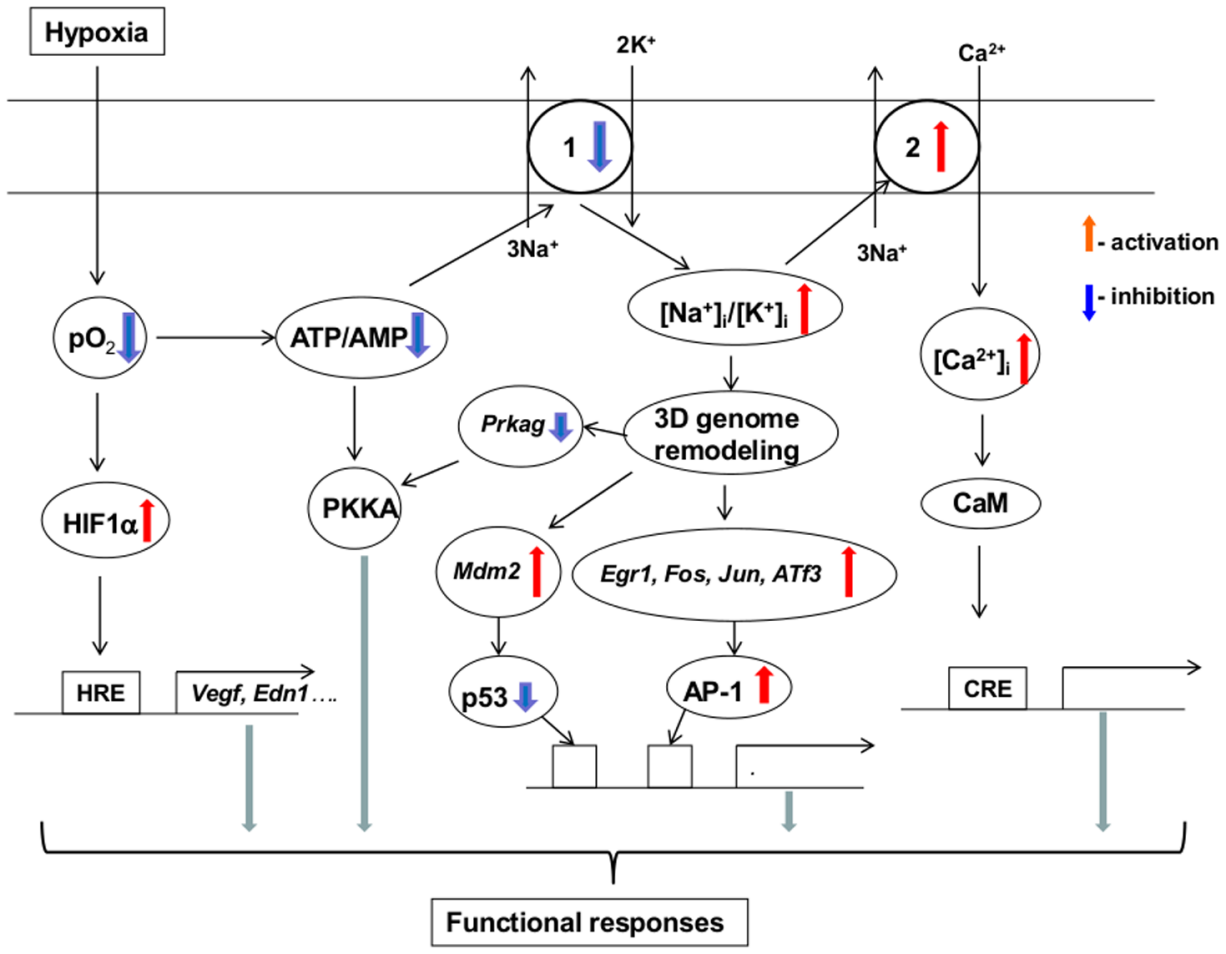
Possible mechanisms of the involvement of elevated [Na^+^]_i_/[K^+^]_i_ ratio in the transcriptomic changes evoked by hypoxia: *a working hypothesis*. 1– Na^+^,K^+^-ATPase; 2– Na^+^/Ca^2+^ exchanger; CaM – calmodulin; CRE – Ca^2+^-response elements. For other abbreviations, see text.

It was shown that gain of Na^+^_i_ rather than loss of K^+^_i_ sparks augmented *Fos* expression in RASMC [56]. Numerous studies have disclosed that [Na^+^]_i_ elevation heightens [Ca^2+^]_i_ via activation of Na^+^_i_/Ca^2+^_o_ exchanger as well as via depolarization and activation of voltage-gated Ca^2+^ channels (for review, see [57]; [58]). It has been well-documented that [Ca^2+^]_i_ elevation affects gene expression by activation of cAMP-response elements via CREB phosphorylation by (Ca^2+^+calmodulin)-dependent protein kinase and nuclear factor AT (NFAT) dephosphorylation by calcineurin [59]. In previous investigation, we found that addition of extracellular (EGTA and intracellular (BAPTA) Ca2+ chelators increased rather than decreased the number of [Na^+^]i/[K^+^]i-sensitive genes [26]. It should be noted, however, that these compounds may affects cellular functions independently of Ca^2+^ depletion. Thus, we observed that addition of EGTA increases permeability of vascular smooth muscle cells for Na^+^ [60]. Thus, additional experiments should be performed to clarify relative impact of Ca^2+^-mediated and -independent signaling shown in Fig. 10 in transcriptomics changes evoked by hypoxia.

## Conclusion

We report here that elevation of the [Na^+^]_i_/[K^+^]_i_ ratio contributes to transcriptomic changes triggered by hypoxia and glucose deprivation independently of HIF-1—mediated signalling. The molecular origin of the upstream sensor and the relative contribution of the gain of [Na^+^]_i_ and loss of [K^+^]_i_ in the triggering of this novel signalling pathway, including the augmented expression of hypoxia-inducible Egr1 and AP-1 transcription factors, remains unknown. Recent studies have demonstrated that modulation of histone methylation via an epigenetic mechanism is a key device that cells use to adapt to hypoxia [61]. Increasing evidence indicates that side-by-side with regulation of the 5′-UTR by transcription factors, gene activation or silencing is under the complex control of 3-dimensional positioning of genetic materials and chromatin in nuclear spaces [62]; [63]. The role of the [Na^+^]_i_/[K^+^]_i_ ratio in the epigenetic regulation of 3-dimensional genome organization and its relationship to gene silencing and activation are currently being examined in our laboratory.

## Methods

### Cell culture

Rat aortic smooth muscle cells (RASMC), purchased from Lonza (Walkersville, MD, USA), were grown at 37°C in a CO_2_ incubator in Dulbecco's modified Eagle medium (DMEM, Invitrogen, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin, 100 µg/ml streptomycin, and subjected to less than 10 passages. To establish quiescence, the cells were incubated for 24 hr in media in which FBS concentration was reduced to 0.2%.

### Cell treatment

Quiescent cells were washed with K^+^-free DMEM (Sp-DMEM; Invitrogen) and incubated for 6 hr at 37°C in a humidified atmosphere with 5% CO_2_/balance air in control DMEM, K^+^-free DMEM and DMEM containing 3 mM ouabain. In some experiments, we used DMEM-like medium containing (in mM) NaCl 109.4; KCl 5.4; CaCl_2_ 1.8; MgSO_4_ 0.8; NaHCO_3_ 29.8; NaH_2_PO_4_ 0.9; HEPES 8.4; glucose 5, vitamins and amino acids at concentrations indicated for DMEM recipes ([Na^+^]_o_ = 140.1 mM; [K^+^]_o_ = 5.4) or low-Na^+^, high-K^+^ medium where NaCl was substituted by KCl ([Na^+^]_o_ = 30.7 mM; [K^+^]_o_ = 114.8). Previously, we reported that [K^+^]_o_ elevation caused RASMC depolarization that, in turn, increased Fos expression via activation of L-type voltage-gated Ca^2+^ channels [56]. To inhibit this signalling pathway, 0.1 µM nicardipine was added in certain experiments. To trigger hypoxia, RASMC were incubated in custom-designed, air-tight, flow-through cuvettes in media containing 0.5 mM glucose under substitution of 5% CO_2_/air by 5% CO_2_/N_2_. Eight hr after incubation in a CO_2_/N_2_ environment, pO2 was ∼30 mm Hg compared to ∼150 mmHg in normoxia. We did not observe any impact of these treatment protocols on RASMC survival, estimated by lactate dehydrogenase release, caspase-3 activity and chromatin cleavage (data not included).

### Intracellular content of monovalent ions

Intracellular K^+^, Na^+^ and Cl^-^ content was measured as the steady-state distribution of extra- and intracellular ^86^Rb, ^22^Na and ^36^Cl, respectively. To establish isotope equilibrium, cells growing in 12-well plates were preincubated for 3 hr in control or K^+^-free medium (Sp-DMEM+Ca) containing 0.5 µCi/ml ^86^RbCl, 4 µCi/ml ^22^NaCl or 3 H^36^Cl with ouabain added for the next 3 hr. To test the action of K^+^-free medium, the cells were washed twice with ice-cold Sp-DMEM+Ca. Then, cells loaded with ^22^Na or ^36^Cl were transferred to Sp-DMEM+Ca containing ^22^NaCl and H^36^Cl, respectively, whereas cells loaded with ^86^Rb were transferred to isotope-free Sp-DMEM+Ca. After 3 hr, they were transferred onto ice, washed 4 times with 2 ml of ice-cold medium W containing 100 mM MgCl_2_ and 10 mM HEPES-tris buffer (pH 7.4). The washing medium was aspirated and the cells lysed with 1% SDS and 4 mM EDTA solution. Radioactivity of the incubation media and cell lysates was quantified, and intracellular cation content was calculated as *A/am*, where *A* was the radioactivity of the samples (cpm), *a* was the specific radioactivity of ^86^Rb (K^+^), ^22^Na or ^36^Cl in medium (cpm/nmol), and *m* was protein content (mg). For more details, see [64].

### Intracellular ATP content

Intracellular ATP content was measured by assaying luciferase-dependent luminescence with ATP bioluminescent assay kit (Sigma, St. Louis, MO, USA), as described in detail elsewhere [65].

### Intracellula Na^+^, K^+^, Cl^-^ and ATP concentrations

Intracellular Na^+^, K^+^, Cl^-^ and ATP concentrations were calculated on the basis of intracellular water volume in cells seeded in 12-well plates. The volume of intracellular water was measured as [^14^C]-urea available space and calculated as *V = A_c_/A_m_m*, where *A_c_* was radioactivity of the cells after 30-min incubation with 2 µCi/ml [^14^C]-urea (dpm), *A_m_* was radioactivity of the incubation medium (dmp/µl), and *m* was protein content in cell lysates (mg) [66].

### Transfection

Transfection of HIF-1α si-RNA (5′-AGAGGUGGAUAUGUCUGGG-3′) and scrambled siRNA (5′-AGGAUGUGACGGAUUGUGGTT-3′) was undertaken in the presence of Oligofectamine 228 (Invitrogen), as suggested by the manufacturer and described in detail elsewhere [67]. Afterwards, the cells were incubated for 24 hr under control and hypoxic conditions, as indicated above.

### RNA isolatio

Total RNA was extracted from cells grown in 6-well plates with TRIzol reagent (Invitrogen) and purified with RNeasy MinElute cleanup kit (Qiagen, Valencia, CA, USA), following the manufacturers' protocols. Only RNA samples that had more than 7.0 RNA integrity number and no detectable genomic DNA contamination were considered for subsequent gene array analyses. RNA quality was assessed by 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Microarray experiments were performed with GeneChip Human Gene 1.0 ST array (which detects 28,869 gene products) and GeneChip Rat Gene 1.0 ST array (which detects 27,342 gene products). On both arrays, each gene was represented by approximately 26 probes along the entire transcript's length (Affymetrix, Santa Clara, CA, USA). 100 ng of total RNA from each sample were processed with Ambion WT expression kit (Invitrogen), a reverse transcription method that specifically primes non-ribosomal RNA, including both poly(A) and non-poly(A) mRNA, and generates sense-strand cDNA as final product. 5.5 µg of single-stranded cDNA was fragmented and labeled by Affymetrix GeneChip WT terminal labeling kit, with 2.0 µg of the resulting cDNA hybridized on chips.

### GeneChip expression analysis

RNA samples obtained from control cells and cells subjected to Na^+^,K^+^-ATPase inhibition with ouabain and K^+^-free medium in 3 independent experiments were employed for GeneChip expression analysis. The controls and treatments were performed in parallel in each experiment independently from the other experiments. The entire hybridization procedure was conducted with the Affymetrix GeneChip system according to the manufacturer's recommended protocol. The hybridization results were evaluated with Affymetrix GeneChip Command Console Software. Chip quality was assessed by Affymetrix Expression Console. The data were analyzed by Partek Genomics Suite (Partek, St. Louis, MO, USA) and uploaded on the GEO repository with the accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61131.

The normalized data then underwent principal component analysis (PCA) [27] to identify patterns in the dataset and highlight similarities and differences among samples. Major sources of variability found within the dataset by PCA served as grouping variabilities for analysis of variance with n = 4 for each group of samples. The ensuing data were filtered to identify transcripts with statistically significant variations of expression among groups that were modulated by at least 20%, with multiple testing corrections by the false discovery rate. Calculated *p*-values and geometric fold changes for each probe set identifier were imported into Ingenuity Pathway Analysis (Ingenuity Systems, http://www.ingenuity.com) to ascertain networks, biological functions and their pathophysiological implications. Functional information on regulated genes was also obtained from publications in PubMed.

### Real-time quantitative reverse transcription-polymerase chain reaction (RT-PCR)

RT-PCR was performed with Express SYBR GreenER qPCR Supermix kit (Invitrogen) according to the manufacturer's instructions. The reaction was carried out with a 7900 HT Fast RT – PCR system (Applied Biosystems, Foster City, CA, USA). The primers presented in Table 5 were designed with Primer3Plus online software from consensus sequences provided by Affymetrix for each gene of interest. All experiments were analyzed in duplicate. β_2_ microglobulin mRNA expression served to normalize and compare the expression values of genes of interest. The results were quantified by the ΔΔCt method in Microsoft Excel.

### Western blotting

RASMC seeded in 12-well plates were lysed on ice in 0.125 ml of buffer containing 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 2 mM EDTA, 2 mM EGTA, 25 mM HEPES (pH 7.5), 10% glycerol, 1 mM NaF, 200 µM Na_3_VO_4_, and protease inhibitors (1 µg/ml leupeptin, 1 µg/ml aprotinin and 1 mM PMSF). The lysates were cleared off insoluble material by centrifugation at 20,000xg for 10 min, treated for 5 min at 95°C, and subjected to sodium dodecyl sulphate-polyacrylamide gel electrophoresis with 4% and 10% polyacrylamide in stacking and resolving gels, respectively. Proteins were transferred to Immobilon-P nitrocellulose membranes (Amersham, Mississauga, ON, Canada), blocked for 1 h at room temperature with 5% dry, fat-free milk dissolved in PBS and incubated overnight at 4°C with the antibodies listed below. The membranes were then treated with horseradish peroxide-conjugated secondary antibodies and developed by enhanced chemiluminescence reaction (Amersham) in accordance with the manufacturer's instructions. Digital chemiluminescence images were taken and quantified by LAS-3000 luminescent analyzer (Fujifilm, Japan).

### Chemicals

Methyl-[^3^H]-thymidine was purchased from ICN Biomedicals, Inc. (Irvine, CA, USA). ^22^NaCl, ^86^RbCl, H^36^Cl and [^14^C]-urea were obtained from PerkinElmer (Waltham, MA, USA), Isotope (St. Petersburg, Russia) and Amersham (Montreal, QC, Canada). DEVD-AMC, DEVD-CHO and z-VAD.fmk were procured from BIOMOL Research Laboratories (Plymouth Meeting, PA, USA). Anti-HIF-1α and anti-GAPDH antibodies were sourced from Merck Millipore (Billerica, MA, USA). The remaining chemicals were supplied by Gibco BRL (Gaithersburg, MO, USA), Calbiochem (La Jolla, CA, USA), Sigma and Anachemia (Montreal, QC, Canada).

### Data analysis

The main program for transcriptomic data analysis was Agilent's Genespring 7.0. Probe set intensity levels were extracted from scanned arrays by the Affymetrix GeneChip Operating Software (version 1.2) and normalized (MAS5) by all probe sets. The probe sets were then filtered on flags (present, marginal, or absent), and expression levels were quantified. Statistically significant probe sets were identified by the false discovery rate followed by 2-way ANOVA with strain and age as major factors. Student's t-test was used for 2-group comparisons. When comparing more than 2 groups, 2-way ANOVA was employed with strain and age as the main factors, followed by Tukey's honest significant difference post-hoc test. Correlation analyses were performed with Pearson product-moment correlation coefficient (r). Null hypothesis was rejected whenever p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

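Gene expression was measured in quiescent rat aortic smooth muscle cells on 9 Affymetrix Rat Gene 1.0 ST arrays, 3 each for control DMEM, DMEM with 3 mM ouabain and K+-free DMEM, all after 6 hr. The deposited values are log2 signals of 27342 probe sets that the authors made with RMA, and the sample labels also name Partek; the versions are not given in the sources used here. The values had no gaps and 1 probe set never varied. Array medians differed by less than 0.1 on the log2 scale, so no further scaling was applied in the values reported at the claims. Conditions were taken from the sample labels, whose replicate numbers were not used as pairs. The Fig. 2 legend gives another ouabain unit than the labels and the Fig. 3 legend, and the labels were followed. Data on ions, ATP, hypoxia, siRNA, RT-PCR and proteins are not analysed here.

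Probe sets were named with the platform's annotation and the current rat gene symbols of RefSeq, and 15067 of the 15097 probe sets with 1 symbol have a gene identifier there. Probe sets with several symbols or none were kept in the counts and left out of gene lists. A gene with several probe sets, as for 499 symbols, was represented by the one with the highest mean over the 9 arrays. Names in the paper that are older symbols or protein names were replaced with current symbols from a list of 37 synonyms, and names with no sure match, such as *Tnfs5*, were left out.

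limma 3.58.1 in R 4.3.3, with data.table 1.17.8, fitted 1 mean per condition over all 9 arrays, with empirical Bayes moderation (prior 4.59 degrees of freedom) and the contrasts ouabain minus control, K+-free medium minus control and K+-free medium minus ouabain. Benjamini-Hochberg adjustment ran over all probe sets of a contrast. A change was counted at an adjusted p under 0.05 and a fold above 1.2; the genes comparable to Tables 1 and 2 were those changed by more than 3-fold in K+-free medium and within 2-fold of that in ouabain. Fold changes are differences of mean log2 signals. Both treatments were compared with the same control arrays, so 20 simulated data sets of unchanged groups gave the overlap and correlation that common controls produce. The fit and the list test were tested on simulated data first: a planted list of 30 genes was recovered, and 1 of 36 other lists was called.

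The genes named in the text were drawn, by a rule set beforehand, from those the paper names in its text and Tables 3 and 4 that have a probe set, the 10 largest rises and falls of each contrast among called genes whose arrays did not overlap, up to 4 of the largest changes in each list, and the genes of Tables 1 and 2, whose printed values had been seen. The 36 lists comprise 6 drawn from the paper (the 8 selected genes, the HIF-1α-sensitive controls, the AP-1 genes and the other genes of Table 3, the transcription factors of the text, the genes that differ in K+-free medium) and 30 textbook lists: reference genes, immediate early genes, targets of HIF-1, the aryl hydrocarbon receptor, NFκB and p53, AMPK subunits, the amino acid, unfolded protein and heat shock responses, cholesterol synthesis, the osmotic response, ion transport, contractile, endothelial, fibroblast and macrophage markers, the circadian clock, DNA repair, G2 and M genes, the interferon response, MAP kinase phosphatases, EGF receptor ligands, TGFβ and BMP signaling, ciliary transport, mitochondrial and cytosolic ribosomal proteins, complex I, zinc finger genes and collagens. Some members of these lists also stand in Tables 1 and 2, which had been read. Camera was run with a correlation of 0.01 and, as an alternative, with an estimated one, and adjusted over the 36 lists.

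The alternatives were repeated quantile normalization, centring on array medians, on reference genes or on *B2m*, leaving out the dimmest part of probe sets or those without a single symbol, a block for the replicate number, the 6 arrays of a comparison alone, trend and robust moderation, the ordinary analysis of variance and the methods' t-test, unadjusted p-values, no fold limit or a limit of 1.5-fold, arithmetic means, the mean of a gene's probe sets, and leaving out each array in turn. Counts of hypoxia response elements in promoters were not run, as no genome sequence was used here. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.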

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

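The tests for macrophages, for a contaminant and for scaling between arrays, the limits that picked gene lists outside the paper's discussion (a median change beyond 0.4 on the log2 scale and a camera adjusted p under 0.001 under both treatments) and the medians without members printed in Tables 1 and 2 were chosen after the results were seen.

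Ouabain and K+-free medium had different effects on some gene groups, by limma's test of the difference itself. NFκB target genes stood higher in K+-free medium by a median of 2.15 on the log2 scale, and the 4 chemokine, cytokine and adhesion genes named by the paper by 5.19 (all 4 rose in K+-free medium, camera adjusted p = 1.59e-05, and adjusted p = 0.0637 with an estimated correlation; 3 rose and 1 fell in ouabain, adjusted p = 0.338). In ouabain only 1 of these 4 is raised with the methods' t-test, adjusted, or at a limit of 1.5-fold. The study named these 4 for their difference on these samples, so their median is not independent evidence. The 13 measured genes that the paper lists as hypoxia transcription factors differed by a median of 0.66, 9 of them higher in K+-free medium and none lower (adjusted p = 2.2e-06, and adjusted p = 0.0398 with an estimated correlation). They include the NFκB subunits and inhibitors *Nfkb1*, *Nfkb2*, *Rela*, *Nfkbia*, *Nfkbib* and *Nfkbie*, each higher in K+-free medium. This difference is thus in part the NFκB pattern again. *Fas*, a death receptor gene listed here among p53 targets, differed by 1.96 (adjusted p = 1.46e-09). In all, 152 probe sets changed in opposite directions, 63 raised and 89 lowered by ouabain.

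For the NFκB targets, the 4 other scalings move the contrast between the treatments too little to test scaling between arrays as a cause. Scaling acts alike on genes of like signal, yet the share of 10000 random lists matched on mean signal with a median as high was 1e-04, the smallest that 10000 lists can give (highest random median 0.27), which argues against it. Macrophages in the K+-free cultures would bring all their abundant transcripts, yet the median difference of 10 macrophage markers was -0.0175, 2 of them lower in K+-free medium than in ouabain and none higher, and their log2 signals in control cells ran from 5.35 to 7.97. A contaminant of the K+-free medium, such as endotoxin, cannot be told apart from the treatment, since each K+-free array carries the rise (medians of 2.19, 2.21, 2.01 above the ouabain mean, the lowest 2.01) and all of them had that medium. An effect of K+-free medium on NFκB that ouabain lacks, through the membrane potential or otherwise, stays open and was not tested. Of the 30 targets, 1 stands in Table 1 and some others are among the genes the paper named from these arrays.

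Outside the paper's discussion, genes of DNA repair fell under both treatments (32 of 37 in ouabain and 34 in K+-free medium; medians -0.73 and -0.68), as did ciliary transport genes (21 and 22 of 25; -0.76 and -0.96) and mitochondrial ribosomal genes (46 and 47 of 67; -0.50 and -0.44). Only 2 and 1, 0 and 1, and 4 and 2 genes of these lists rose. Examples are the ADP-ribosyltransferase *Parp2* (-1.98 and -1.60), *Ift88* of intraflagellar transport (-1.87 and -1.49), *Ttc8* of the BBSome (-1.90 and -1.72) and *Mrps27* (-1.56 and -1.56). Camera gave adjusted p-values from 2.15e-12 to 1.39e-08 for the 6 comparisons, and from 0.0671 to 0.158 with an estimated correlation, so none holds then. Between the treatments 5 were higher and 11 lower in K+-free medium for DNA repair, 4 and 5 for ciliary transport (4 and 6 adjusted over the list alone) and 11 and 9 for the mitochondrial ribosome. At a limit of 1.5-fold these are 1 and 4, 0 and 1, and 0 and 2. With the methods' t-test, adjusted, ciliary transport has 2 and 2 and the mitochondrial ribosome 2 and 3. The study's Table 2 prints 9, 4 and 3 members; without them the medians are -0.59 and -0.58, -0.59 and -0.81, and -0.46 and -0.43.

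Signal level was weighed as a cause of these falls. Among 10000 random lists matched on mean signal, the share with a median as low was at most 0.002 over the 3 lists and both treatments. It was 1e-04, the smallest that 10000 lists can give, for DNA repair in ouabain. Random lists of like signal thus seldom fell as far. The 3 lists had been picked for their falls, however, and keep members printed in Table 2, and both lower the share. Without those members the medians, given above, still lay below the central range of the random lists. That range began at -0.46 and -0.48 for DNA repair, in ouabain and K+-free medium. It began at -0.53 and -0.53 for ciliary transport, and at -0.31 and -0.36 for the mitochondrial ribosome. The random lists had the full number of members. These values argue against signal level alone, for these 3 lists. Scaling between arrays would move genes of like signal alike, so the same values argue against it for these lists. The other scalings did move these contrasts: on *B2m* the rises in ouabain went from 4312 to 2166. Over all settings the list medians stayed negative. In ouabain they were at most -0.59 for DNA repair, -0.59 for ciliary transport and -0.38 for the mitochondrial ribosome. In K+-free medium they were at most -0.58, -0.81 and -0.33. A lower transcription of these groups at a raised [Na+]_i_/[K+]_i_ ratio, or a faster loss of their transcripts, may explain the pattern; neither was tested and both remain hypotheses, since the lists were examined on the same arrays.

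Cholesterol synthesis genes fell as well, 14 of 19 in ouabain and 13 in K+-free medium with 1 rise each (medians -0.73 and -0.65; adjusted p = 1.1e-06, and adjusted p = 0.158 with an estimated correlation, and in K+-free medium adjusted p = 1.76e-06, and adjusted p = 0.154 with an estimated correlation). They include the reductase *Dhcr7* (-2.28 and -1.65), lanosterol synthase *Lss* (-1.75 and -1.50) and *Nsdhl* (-1.85 and -2.36). Between the treatments 1 was higher and 3 lower in K+-free medium (2 and 3 adjusted over the list alone); without the 4 members of Table 2 the medians are -0.50 and -0.44. Phosphatases and other feedback inhibitors of MAP kinases rose, 13 of 16 in ouabain and 14 in K+-free medium with none lowered (medians 0.86 and 0.89; adjusted p = 2.77e-05, and adjusted p = 0.158 with an estimated correlation, and in K+-free medium adjusted p = 3.98e-07, and adjusted p = 0.107 with an estimated correlation), *Dusp6* by 1.28 and 1.83 and *Dusp10* by 1.06 and 1.97. Of these, 7 stood higher in K+-free medium than in ouabain (adjusted p = 0.0318, and adjusted p = 0.487 with an estimated correlation), a call that also ends with repeated quantile normalization (adjusted p = 0.0554), without dim probe sets (adjusted p = 0.0719) and without ouabain 3 (adjusted p = 0.0559) or K+-free array 1 (adjusted p = 0.053). In ouabain 2 are lowered on reference genes, on *B2m*, with no fold limit or without control 3, and 1 with repeated quantile normalization; without the 4 members of Table 1 the medians are 0.63 and 0.74.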

How the results depend on the processing

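The ordinary analysis of variance as the set for r2 and for the genes comparable to Tables 1 and 2, and the list medians without members of these tables, were chosen after the results were seen; the genes comparable to Tables 1 and 2 then number 89 raised and 155 lowered, as with limma, and the other values stand at the differences and at the lists. The cause of a change was not tested unless a setting's construction shows it.

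Of 263 gene values printed, 14 lost and 7 gained a call in some setting, and 5 changed sign: *Hif3a* in K+-free medium (-0.032, quantile normalization repeated); *Ddit3* in K+-free medium (-0.068, on *B2m*); *Gata2* in K+-free medium (-0.015, on *B2m*); *Hif3a* in K+-free medium (-0.090, on *B2m*); *Nfkb1* in ouabain (-0.026, on *B2m*); *Nfkbie* in ouabain (-0.035, on *B2m*).

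The number of changed probe sets stayed within 1.5 times under every scaling, filter, test and removal of an array, except as follows. Without a fold limit, rises number 6873 in ouabain and 6858 in K+-free medium and opposite changes 359. A limit of 1.5-fold leaves 3924 in ouabain (1277 up, 2647 down), 4318 in K+-free medium (1578 up, 2740 down), 1149 between the treatments (647 up, 502 down), 2948 shared and 18 opposite. Centred on *B2m*, rises number 2166 and 2375 and lowered genes comparable to Table 2 261. Restriction to probe sets with 1 symbol, which are fewer, leaves 2620 and 2641 rises. The methods' t-test, adjusted, gives 2896 differences between the treatments (1528 up, 1368 down). With the replicate block, the counts were 8978, 9352 and 4587, and no call of a named gene or of a list changed. The methods say that controls and treatments ran side by side in each experiment, but not that the numbers in the sample labels mark the experiments. As a hint from the data, 4 of 9 arrays correlated best with their own number in both other groups. The numbers were not taken as pairs, though the experiments may be blocks.

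r2 of the shared probe sets was 0.804 with repeated quantile normalization, 0.801 centred on array medians, 0.788 on reference genes and 0.77 on *B2m*. It was 0.686 over all probe sets, and 0.794 to 0.805 without 1 array. Component 1 carried 44.9% with scaled probe sets and 64.1 to 73.9% without 1 array.

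With an estimated correlation camera no longer passed immediate early genes (0.162, 0.109 and 0.23 for ouabain, K+-free medium and their difference), p53 targets (0.136, 0.0668, 0.223), the AP-1 genes (0.158, 0.107, 0.23), NFκB targets in ouabain (0.158) or the transcription factors in K+-free medium (0.107). HIF-1 targets passed in ouabain with repeated quantile normalization (0.0405) and on *B2m* (0.0387), in K+-free medium on *B2m* (0.0481), and gave 0.0493 to 0.179 in ouabain without 1 array. p53 targets no longer differed between the treatments with repeated quantile normalization (0.0658), on reference genes (0.0514) or without dim probe sets (0.0834), with 0.0249 to 0.0609 without 1 array. Over all lists, 21, 22 and 16 passed at the preset correlation (ouabain, K+-free medium, difference) and 0, 1 and 3 with an estimated one.

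Counts within the 8 lists nearest the paper's claims moved with the limit of 1.5-fold, and some moved further under another setting given below. At 1.5-fold, immediate early genes had 1 and 1 lowered, and between the treatments 11 higher and 0 lower. HIF-1 targets had 8 raised and 3 lowered in ouabain, 5 lowered in K+-free medium and 1 lower in the difference. Receptor targets of dioxin had 1 raised and 0 lowered in ouabain and 0 higher in the difference. NFκB targets had 1 lowered in ouabain. The p53 targets had 1 lowered in ouabain, and 3 higher and 0 lower in the difference. AP-1 genes had 3 higher in the difference. Transcription factors had 1 raised and 2 lowered in ouabain and 1 lowered in K+-free medium. AMPK subunits had 0 raised and 2 lowered in ouabain, 0 raised in K+-free medium and 1 lower in the difference. Other lists moved at this limit too: lowered in ouabain and K+-free medium were 6 and 10 G2 and M genes, 26 and 27 mitochondrial ribosomal genes, 4 and 4 of the amino acid response and 2 and 3 contractile genes, and 2 other genes of Table 3 rose in ouabain. Raised in ouabain and K+-free medium were 0 and 0 collagens, 1 and 0 heat shock genes, 3 and 2 osmotic response genes and 16 and 17 zinc finger genes. Clock genes raised in ouabain numbered 7. Further lists moved at this limit as well. Without a fold limit 4 receptor targets of dioxin rose in K+-free medium, 4 transcription factors in ouabain, and 3 AMPK subunits in K+-free medium and 1 in the difference. *B2m* centring gave 10 and 14 lowered HIF-1 targets (ouabain and K+-free medium), 5 lowered NFκB targets and 1 raised transcription factor in ouabain, and 0 raised AMPK subunits under each treatment; reference genes and repeated quantile normalization also gave 0 raised AMPK subunits in ouabain, and the latter 5 raised transcription factors in ouabain and 1 lowered in K+-free medium. With the methods' t-test, adjusted, the differences were 0 lower immediate early genes, 5 lower HIF-1 targets, and 5 higher and 1 lower p53 targets. Without 1 array, lower immediate early genes in the difference ranged from 1 to 2, AMPK subunits from 1 to 2 raised in ouabain, 1 to 2 raised in K+-free medium and 1 to 2 lower in the difference.

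Signal over background was not measured here, so changes of genes near the lowest log2 signals are less certain in size. The strand choice and counts of hypoxia response elements were not run, as no genome sequence was used here.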

Differences from the paper's values

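The settings below were chosen before the data were examined, except the set of probe sets called by the ordinary analysis of variance for r2, which was chosen after its counts were seen. Most values are close: all 180 values of Table 1 that could be matched lie within 0.01 on the log2 scale, as do 286 of 296 of Table 2 and 31 of 42 of Table 3 and the text, and 37 of these 42 lie within the SD between replicates.

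In Table 3, the signed fold change of *Ikbke* in ouabain is -2.18 in the paper and -2.83 here, and that of *Sike1* in ouabain -6.40 in the paper and -1.94 here. *Atf6* in ouabain is raised 1.36-fold in the paper and 1.26-fold here. For these 3 values none of the 18 settings comes within the replicate SD of the paper's value. *Atf1* in K+-free medium is raised 1.35-fold in the paper and 1.25-fold here, within the SD after repeated quantile normalization and without control replicate 3 or K+-free replicate 2, but not under the other 15 settings. In ouabain *Atf1* is raised 1.24-fold in the paper and 1.34-fold here, within the SD after centring on reference genes or *B2m* and without control replicate 2 or ouabain replicate 2, but not under the other 14. With the paper's columns exchanged, both *Atf1* values would lie close to those here (1.24 against 1.25 and 1.35 against 1.34), which was noticed after the values were seen; whether the columns were exchanged was not tested.

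In Table 2, given as K+-free medium and then ouabain, the signed fold changes of *Aarsd1* are -3.21 and -3.10 in the paper, and -1.54 and -1.51 here. *Tfip11* is lowered 3.51-fold and 4.67-fold in the paper, while its fold decreases here are -1.19 and -1.11, which are small rises. None of the 18 settings brings these 4 values within the SD. *Ankra2* is lowered 4.09-fold and 4.30-fold in the paper and 3.72-fold and 3.81-fold here, and both come within the SD on *B2m* alone. The second entry of *Mrpl40* is lowered 4.17-fold and 4.20-fold in the paper and 3.62-fold and 3.43-fold here; the former comes within the SD on *B2m* and with the mean of the gene's probe sets, the latter under no setting. *Zinki*, named *Zfp958* in the annotation used, is lowered 8.80-fold and 7.78-fold in the paper and 7.95-fold and 6.88-fold here. In K+-free medium it comes within the SD on reference genes, on *B2m*, with the mean of the gene's probe sets and without control replicate 1 or K+-free replicate 3, and in ouabain on *B2m* and with the mean of the probe sets, but not otherwise. Each of these last 3 genes has another probe set, not used for the gene here, with falls of 4.09-fold and 4.3-fold (*Ankra2*), 4.17-fold and 4.2-fold (*Mrpl40*) and 8.8-fold and 7.78-fold (*Zfp958*).

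The paper gives the shares of hypoxia-sensitive genes as about 40% of the raised and 12% of the lowered, while names in bold or italics make up 56.1% and 18.1% of those printed in Tables 1 and 2. Bold names alone come nearer to the paper's shares. They are 41 of the 90 names with a probe set in Table 1 and 16 of the 147 in Table 2. The percentages cover all printed names and the bold counts only names with a probe set, so their denominators differ. Neither uses array values.

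Component 1 carries about 44% of the variance in Fig. 3A of the paper, read by eye, and 69.6% here. It carries 44.9% with probe sets scaled to equal variance, and 64.1%, 64.8% and 64.9% without control replicates 1, 2 and 3, which are less than 1.5 times the paper's value; under the other 12 settings it is more.

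At the fold limit of the Fig. 3 legend, the paper gives 8266 transcripts for ouabain, 8264 for K+-free medium and 6412 for both, against 8895, 9281 and 6843 here. The ordinary analysis of variance with Benjamini-Hochberg adjustment gives 8266, 8624 and 6412. Of these, the value 8624 matches the number printed in Fig. 3B, and no setting gave the number of the text for K+-free medium. r2 was 0.799 here, under the paper's bound, and 0.803 over the probe sets called by the ordinary analysis of variance. It also exceeds the bound with repeated quantile normalization (0.804) and centred on array medians (0.801).

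Beside the genes its Table 3 lists as changed, the paper names other transcription factors of hypoxia as not significantly changed. Of the 13 of these genes measured here, 6 passed in ouabain and 9 in K+-free medium. *Hif1a* (0.40) and *Nfkbia* (1.09) rose in ouabain, *Nfkb2* (-0.39), *Ddit3* (-0.36) and both *Stat5* genes fell there, and *Epas1* (0.56), *Rela* (0.53), *Nfkb1* (1.67), *Nfkb2* (1.58), *Nfkbia* (2.77), *Nfkbib* (0.86) and *Nfkbie* (2.42) rose in K+-free medium, where *Stat5a* (-0.44) and *Stat5b* (-0.66) fell. By RT-PCR, after longer exposure to ouabain, the paper also reports a rise of *Hif-1a* mRNA. *Gata2* and *Hif3a* passed under neither treatment, as in the paper. A sentence of the paper describes regulators of p53 signalling as lowered, while *Mdm2* rose here (1.57 and 1.95), as Table 3 also has it.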

Other observations

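The counts over other splits of the arrays were chosen after the results were seen, and the tests of neighbouring genes before. In the lists below, adjustment over the list alone gave the same counts unless stated, and p-values are camera's.

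Contractile genes of smooth muscle fell in ouabain: 0 were raised and 9 lowered of 13 (median -0.28, adjusted p = 0.00129, and adjusted p = 0.158 with an estimated correlation). In K+-free medium 0 were raised, 5 lowered and 8 did not pass (median -0.18, adjusted p = 0.0481, and adjusted p = 0.343 with an estimated correlation). Without a fold limit 2 are raised and 8 lowered there. The actin-binding *Lmod1* fell by 1.61 on the log2 scale in ouabain and fell by 1.48 in K+-free medium, and the smooth muscle myosin *Myh11* changed by -0.69 and -0.62. The call in K+-free medium ends after repeated quantile normalization (adjusted p = 0.0637), centring on array medians (adjusted p = 0.056), without dim probe sets (adjusted p = 0.0654) and without control 3, ouabain 1 or K+-free arrays 1 or 3 (adjusted p = 0.0528 to 0.0747). Ligands and feedback genes of TGFβ and BMP signaling had 12 raised and 3 lowered of 20 in ouabain (median 0.59, adjusted p = 0.00299, and adjusted p = 0.381 with an estimated correlation) and 12 and 3 in K+-free medium (median 0.60, adjusted p = 0.00103, and adjusted p = 0.343 with an estimated correlation), among them *Bmp2* (1.88 and 1.81), *Smad3* (1.47 and 1.86) and the inhibitory *Smad7* (1.03 and 1.69). The collagens had 4 raised and 0 lowered of 25 in ouabain (median 0.19, adjusted p = 0.0215, and adjusted p = 0.158 with an estimated correlation) and 3 and 0 in K+-free medium (median 0.18, adjusted p = 0.0162, and adjusted p = 0.107 with an estimated correlation), calls that end on *B2m* (adjusted p = 0.0585 and 0.0564).

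Genes of the osmotic response rose: 5 raised and 0 lowered of 8 in ouabain (median 0.52, adjusted p = 0.00254, and adjusted p = 0.136 with an estimated correlation) and 5 and 1 in K+-free medium (median 0.36, adjusted p = 0.0236, and adjusted p = 0.107 with an estimated correlation), with the regulator *Nfat5* (0.85 and 1.24) and the inositol carrier *Slc5a3* (1.17 and 0.41, the latter 0.26 and not past 1.2-fold on *B2m*, where 3 of the list rise in K+-free medium). Ion transport genes went both ways, with 6 raised and 3 lowered of 17 in ouabain (median 0.21, adjusted p = 0.0858) and 7 and 4 in K+-free medium (median 0.24, adjusted p = 0.119); in ouabain the list passes after repeated quantile normalization (adjusted p = 0.044) or on *B2m* (adjusted p = 0.0387). Among them the pump subunit *Atp1b1* gained 0.85 in ouabain, with 0.24 and not past 1.2-fold in K+-free medium, and the exchanger *Slc9a3* 1.70 in ouabain and 2.91 in K+-free medium. The catalytic subunits of the pump have no probe set under a single symbol here.

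The unfolded protein response did not pass, with 4 raised and 3 lowered of 19 in ouabain (median 0.04, adjusted p = 0.767) and 4 and 3 in K+-free medium (median 0.06, adjusted p = 0.548): its factor *Xbp1* fell (-0.97 and -1.15). Heat shock genes had 6 raised and 0 lowered of 15 in ouabain (median 0.11, adjusted p = 0.0973) and 4 and 1 in K+-free medium (median 0.20, adjusted p = 0.33). The amino acid response had 4 raised and 15 lowered of 30 in ouabain (median -0.25, adjusted p = 0.0166, and adjusted p = 0.486 with an estimated correlation) and 7 and 12 in K+-free medium (median -0.12, adjusted p = 0.237), the call in ouabain ending without dim probe sets (adjusted p = 0.0692); the pseudokinase *Trib3* fell (-1.36 and -1.23) while the phosphatase subunit *Ppp1r15a* rose (1.27 and 1.58). Interferon response genes had 1 raised and 8 lowered of 26 in ouabain (median -0.01, adjusted p = 0.162) and 7 and 5 in K+-free medium (median 0.07, adjusted p = 0.639), with a mean of -0.03 in K+-free medium. The balance in K+-free medium rests on the scaling, with 3 raised and 8 lowered on *B2m* and 4 raised on reference genes. *Stat2* (-2.11 and -1.91) and *Oasl2* (-2.17 and -1.85) fell, and between the treatments 7 were higher and 1 lower in K+-free medium (adjusted p = 0.00474, and adjusted p = 0.12 with an estimated correlation).

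Subunits and assembly factors of complex I had 3 raised and 18 lowered of 37 in ouabain (median -0.22, adjusted p = 0.00222, and adjusted p = 0.261 with an estimated correlation) and 5 and 13 in K+-free medium (median -0.11, adjusted p = 0.119), among them *Ndufaf1* (-2.08 and -1.54). Zinc finger genes had 35 raised and 66 lowered of 150 in ouabain (median -0.19, adjusted p = 0.00222, and adjusted p = 0.261 with an estimated correlation) and 40 and 58 in K+-free medium (median -0.07, adjusted p = 0.119) (58 and 59 lowered in K+-free medium over all genes and over the list alone); the call in ouabain ends after repeated quantile normalization (adjusted p = 0.192). Cytosolic ribosomal genes had 2 raised and 2 lowered of 76 in ouabain (median -0.01, adjusted p = 0.776) and 1 and 6 in K+-free medium (median -0.04, adjusted p = 0.255); in ouabain 1 was raised when adjusted over the list alone. Centred on *B2m*, 8 are lowered in ouabain and 24 in K+-free medium, where the list then passes (adjusted p = 0.0475). This list was built from symbols and holds the kinases *Rps6ka2*, *Rps6ka4*, *Rps6ka5* and *Rps6kb2*, which are not ribosomal proteins. Reference genes had 2 raised and 0 lowered of 9 in ouabain (median 0.01, adjusted p = 0.737) and 1 and 0 in K+-free medium (median 0.01, adjusted p = 0.81), *Hprt1* and *Tbp* being the 2 raised in ouabain (0.27 and 0.36). The call of *Hprt1* ends with repeated quantile normalization (0.22), on reference genes (0.22), on *B2m* (0.12) and without control 3 (0.20) or ouabain 3 (0.23), and that of *Tbp* on *B2m* (0.21).

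Endothelial markers had 1 raised and 2 lowered of 8 in ouabain (median 0.08, adjusted p = 0.861) and 1 and 2 in K+-free medium (median 0.12, adjusted p = 0.562), with a mean of -0.02 in ouabain. Fibroblast markers had 1 raised and 1 lowered of 8 in ouabain (median 0.16, adjusted p = 0.362) and 4 and 0 in K+-free medium (median 0.28, adjusted p = 0.048, and adjusted p = 0.243 with an estimated correlation), including *Pdgfra* (1.30 in K+-free medium); the call in K+-free medium ends when centred on array medians (adjusted p = 0.052), without dim probe sets (adjusted p = 0.057) and without control 3, ouabain 1 or K+-free arrays 1 or 3 (adjusted p = 0.0518 to 0.0829). Macrophage markers had 3 raised and 0 lowered of 10 in ouabain (median 0.21, adjusted p = 0.0169, and adjusted p = 0.158 with an estimated correlation) and 3 and 0 in K+-free medium (median 0.18, adjusted p = 0.045, and adjusted p = 0.122 with an estimated correlation), *Cd68* (1.29 and 0.94), *Cd14* (1.27 and 0.43, the latter 0.27 and not past 1.2-fold on *B2m*) and *Csf1r* being raised. Repeated quantile normalization ends both calls (adjusted p = 0.0557 and 0.0829), and leaving out dim probe sets (adjusted p = 0.057) or K+-free array 3 (adjusted p = 0.0661) that in K+-free medium.

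Counts within these lists rest in part on the scaling. Centred on *B2m*, the rises in K+-free medium number 3 for ion transport, 1 for the unfolded protein response, 2 for heat shock, 3 for the amino acid response, 1 for complex I, 20 for zinc finger genes, 1 for fibroblast markers and 0 for the collagens and for endothelial markers, and the falls 4 for heat shock, 8 for contractile genes and 2 for reference genes. In ouabain the rises are then 3 for heat shock, 1 for the collagens and 0 for complex I, reference genes, fibroblast and endothelial markers, and the falls 5 for the unfolded protein response and 1 each for heat shock and reference genes. Other scalings can act the other way. In K+-free medium 5 collagens rise with repeated quantile normalization and 6 centred on array medians. The former also raises 1 contractile gene there, but only 4 genes of the amino acid response and 0 endothelial markers. In ouabain it gives 2 raised and 0 lowered fibroblast markers.

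Neighbouring genes may respond together. Along the chromosomes of the current rat assembly, the log2 changes of 12338 adjacent pairs whose symbols begin differently, so that few are related copies, correlated across genes with r = 0.0579 in K+-free medium and 0.0362 in ouabain. The highest of 1000 shuffled orders gave 0.0288 and 0.0343, a permutation p of 0.001, the smallest that 1000 shuffles can give, in each. Over all 14296 adjacent pairs the values were 0.0811 and 0.051. The correlations are weak, genes are not independent replicates, and whether shared regulation, remaining related copies or overlapping transcripts lie behind them was not tested, so a response of chromosome regions stays a hypothesis.

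For 3 arrays against 3, only 10 splits exist, too few for a share under 0.05. The real splits called 8895, 9281 and 4491 probe sets (ouabain, K+-free medium, and their difference) and the highest of the other splits 0 in each. By camera 21, 22 and 16 lists passed against up to 19, 15 and 10 in another split. Each other split mixes the conditions, keeps part of the treatment effect and adds the rest to the spread within groups. The calls and lists passing there thus do not measure the false calls of either test. Among 100 drawn splits of the 9 arrays, 1, the real one, gave as many as 6843 shared probe sets (highest other 3282), and 1, the real one, as many as 244 probe sets comparable to Tables 1 and 2 (highest other 80), which excludes chance for these.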
